# Omega-3 Fatty Acids Attenuate Neuropathic Pain by Modulating Ferroptotic Stress, Selenoamino Acid Metabolism, and Lipid Remodeling

**DOI:** 10.3390/antiox15070852

**Published:** 2026-07-06

**Authors:** Viet H. Dinh, Magda Descorbeth, Francis Zamora, Jo-Wen Liu, Cono Badalamenti, Salvador Soriano, Johnny D. Figueroa, Marino De León, Alfonso M. Durán

**Keywords:** neuropathic pain, omega-3 fatty acids, ferroptosis, GPX4, selenoamino acid metabolism, lipidomics, dorsal root ganglion, chronic constriction injury, painful diabetic neuropathy, docosahexaenoic acid

## Abstract

Neuropathic pain (NP) arises from diverse conditions, including peripheral nerve injury, spinal cord injury (SCI), and painful diabetic neuropathy, yet these disorders share oxidative stress, mitochondrial dysfunction, lipid dysregulation, and altered neuronal excitability. We investigated whether dietary omega-3 polyunsaturated fatty acids modulate ferroptotic stress-associated pathways, defined as lipid peroxidation susceptibility and impaired antioxidant defense rather than overt ferroptotic cell death. Female Sprague–Dawley rats received either a soy oil control diet (SOD) or fish oil omega-3-enriched diet (FOD) before chronic constriction injury (CCI). Behavioral outcomes were assessed using Hargreaves and CatWalk testing, followed by dorsal root ganglion (DRG) RNA sequencing, RT-PCR, and GPX4 ELISA. Previously generated SCI metabolomics and human diabetic serum metabolomic/lipidomic datasets were re-analyzed for shared pathways. FOD attenuated CCI-induced thermal hypersensitivity and improved gait parameters. DRG transcriptomics showed reduced injury-associated transcriptional disruption, enrichment of selenoamino acid metabolism, nonsense-mediated decay, and ribosomal quality-control pathways, and reduced mitochondrial dysfunction pathway activity. Omega-3 increased Gpx1/Gpx4 expression and GPX4 protein, reduced pain-associated genes including Scn10a, Piezo2, Trpa1, and Oprm1, and aligned with selenoamino acid enrichment in SCI and human datasets. Human lipidomics showed MG/DG/PC/PE pathway remodeling. These findings support ferroptotic stress as a plausible shared downstream mechanism modulated by omega-3 supplementation across NP models.

## 1. Introduction

Neuropathic pain (NP) is a debilitating condition arising from injury or disease of the somatosensory nervous system and encompasses both peripheral and central etiologies. Clinically, NP manifests as spontaneous pain, hyperalgesia, and allodynia, resulting in substantial functional impairment and reduced quality of life [1,2]. Epidemiological studies estimate that NP affects approximately 7–10% of the global population, with markedly higher prevalence in metabolic disorders such as type 2 diabetes mellitus (T2DM) [3,4]. Painful diabetic peripheral neuropathy (pDN), one of the most common forms of NP, affects 20–50% of individuals with T2DM and represents a major contributor to morbidity and healthcare burden [5,6,7]. Despite its prevalence, current pharmacological therapies provide only partial symptomatic relief and fail to address the underlying disease mechanisms [1,7], underscoring the need for mechanistically informed therapeutic strategies. NP is also a frequent consequence of traumatic nerve injury. Traumatic peripheral nerve injuries occur at an estimated incidence of approximately 14 per 100,000 persons per year, and chronic NP develops in a substantial proportion of affected patients, with reported prevalence exceeding 50% after major nerve injury. Spinal cord injury (SCI) carries an even greater burden: systematic review and meta-analysis estimate a pooled NP prevalence of approximately 53% following SCI, with below-level pain affecting roughly 27–30% and at-level pain roughly 19–20% of patients. The chronic constriction injury (CCI) and SCI models used here therefore represent two of the most clinically prevalent and therapeutically challenging forms of NP.

The pathophysiology of NP, particularly in pDN, is complex and multifactorial. While hyperglycemia has traditionally been considered the primary driver of nerve injury, increasing evidence indicates that metabolic dysfunction extends beyond glucose toxicity to include lipid dysregulation, mitochondrial impairment, and oxidative stress [7,8]. Excess substrate availability in diabetes promotes mitochondrial overload, reactive oxygen species (ROS) generation, and lipid peroxidation, collectively contributing to neuronal dysfunction and axonal degeneration. Importantly, these processes are not unique to diabetic neuropathy but are also observed in other models of nerve injury, including CCI and SCI [9,10,11], suggesting the presence of shared molecular mechanisms across NP etiologies.

Ferroptosis, a regulated form of cell stress driven by iron-dependent lipid peroxidation and impaired antioxidant defenses, has recently emerged as a potential mechanism linking metabolic dysfunction to neuronal injury and neurodegenerative diseases [9,10,12,13,14,15]. Unlike classical forms of cell death, ferroptosis is fundamentally a redox-dependent process characterized by accumulation of oxidized phospholipids and failure of protective systems such as glutathione and glutathione peroxidase 4 (GPX4). Notably, key features associated with ferroptotic stress, including mitochondrial dysfunction, ROS accumulation, and lipid peroxidation, are consistently observed in pDN, CCI, and SCI models. These observations suggest that ferroptosis-associated oxidative stress may represent a shared pathological axis underlying NP across diverse conditions, rather than a mechanism restricted to a single disease context. Throughout this manuscript, we use the term “ferroptotic stress” to denote the pathway-level signature of lipid-peroxidation susceptibility and impaired antioxidant defense: that is, the upstream biology of ferroptosis, rather than overt ferroptotic cell death. Because GPX4 is a selenoprotein whose biosynthesis depends on selenocysteine incorporation, selenium availability and selenoamino acid metabolism are rate-limiting for ferroptotic stress defense, positioning this pathway as a potentially modifiable node in NP biology. Although the two injury models examined here, CCI and SCI, differ in their initial causes, they converge on several downstream processes that are relevant to omega-3 intervention. In CCI, sciatic nerve ligation leads to focal demyelination, Wallerian degeneration, ectopic afferent firing, neuroinflammation within the dorsal root ganglion (DRG), mitochondrial dysfunction, and heightened oxidative stress. In contrast, SCI initiates a secondary cascade involving ischemia, glutamate excitotoxicity, lipid peroxidation, hemorrhage-induced iron release, and progressive oxidative damage. Despite these distinct origins, both models engage overlapping pathological mechanisms that can be modulated by omega-3 PUFAs. Omega-3s may attenuate neuroinflammation, reduce oxidative stress, support mitochondrial function, alter membrane phospholipid composition and lipid peroxidation susceptibility, and serve as substrates for specialized pro-resolving mediators. This convergence provides a mechanistic rationale for investigating ferroptotic stress pathways as a unifying axis of NP.

Dietary omega-3 polyunsaturated fatty acids (omega-3 PUFAs), particularly docosahexaenoic acid (DHA) and eicosapentaenoic acid (EPA), have emerged as promising modulators of NP due to their neuroprotective properties [16,17,18]. Preclinical studies demonstrate that omega-3 supplementation reduces hyperalgesia, improves nerve function, and attenuates neuroinflammation in models of nerve injury [11]. Clinical studies further support these findings, with omega-3 supplementation improving NP symptoms in individuals with T2DM [16]. These effects are commonly attributed to the anti-inflammatory and antioxidant properties of omega-3 PUFAs, including suppression of pro-inflammatory signaling pathways and enhancement of endogenous antioxidant defenses. However, these mechanisms have largely been studied in isolation, and a unifying redox-based framework explaining their effects on NP remains lacking. A particularly unresolved question is the omega-3 paradox in the context of ferroptosis biology: long-chain PUFAs, including DHA and EPA, are themselves the lipid class most susceptible to peroxidation and the canonical substrates for ferroptotic membrane damage. How a PUFA-class dietary intervention reduces, rather than amplifies, ferroptotic stress is not yet mechanistically explained. We hypothesize that the resolution lies not in fatty acid abundance alone, but in coordinated phospholipid remodeling and induction of selenium-dependent antioxidant capacity, an interpretation that the present integrated analysis is positioned to test.

Our prior work provides important translational support for this framework. We previously demonstrated that omega-3 supplementation in individuals with T2DM reduces NP symptoms and alters circulating sphingolipid profiles associated with lipotoxic stress [16]. Subsequent analyses revealed activation of protective metabolic pathways, including antioxidant and redox-regulating systems [17], and more recently, reductions in neurotoxic lipid mediators alongside enhanced markers of cellular repair and lipid remodeling [19]. Collectively, these findings suggest that lipid remodeling and redox regulation are central to the therapeutic effects of omega-3 PUFAs in NP and implicate ferroptosis-associated pathways as a key mechanistic link.

To our knowledge, no prior study has tested whether ferroptosis-associated pathways represent a shared molecular axis across traumatic and metabolic NP, or whether omega-3 supplementation modulates this axis through selenium-dependent antioxidant defense and phospholipid remodeling. To address this gap, we integrated behavioral, transcriptomic, metabolomic, and lipidomic analyses across preclinical models of peripheral nerve injury and central neurotrauma, including CCI and SCI, together with human diabetic datasets. We found that omega-3 supplementation attenuated NP-related behaviors, increased antioxidant-associated markers linked to selenoamino acid metabolism and GPX4, altered glutamate-handling pathways, and promoted coordinated lipid remodeling. These effects converged on pathways associated with reduced lipid-peroxidation susceptibility and ferroptosis-associated oxidative stress, supporting a model in which ferroptotic stress may represent a shared and targetable vulnerability across NP etiologies. Although prior studies, including our own, have shown that omega-3 supplementation reduces NP behaviors and modulates inflammatory and lipid mediators in individual models, three features distinguish the present work: first, it evaluates ferroptosis-associated biology across mechanistically distinct peripheral, central, and metabolic NP contexts; second, it integrates transcriptomic, metabolomic, and lipidomic datasets within a unified ferroptotic-stress framework; and third, it proposes a testable biochemical explanation for the omega-3 paradox, whereby peroxidation-prone PUFAs may reduce, rather than amplify, ferroptotic stress through PEMT- and CHPT1-associated phospholipid remodeling and selenium-dependent antioxidant induction.

## 2. Materials and Methods

### 2.1. Study Design Overview

This study integrates three complementary datasets: (1) a controlled rat CCI model with behavioral and transcriptomic analyses, (2) re-analysis of previously generated SCI metabolomic datasets, and (3) secondary analysis of human diabetic serum metabolomic and lipidomic datasets following omega-3 supplementation. Each dataset was analyzed independently and subsequently integrated to identify shared molecular pathways associated with omega-3-mediated modulation of NP and ferroptosis-associated oxidative stress.

### 2.2. Animals, Diets, and Study Design

All animal procedures were conducted in accordance with NIH guidelines and approved by the Loma Linda University Health Institutional Animal Care and Use Committee (IACUC; approval no. 20-130). Female Sprague–Dawley rats (8–10 weeks old, 182–212 g; Charles River Laboratories, Portage, MI, USA) were housed individually under a 12 h light/dark cycle with ad libitum access to food and water. Female rats were used to maintain consistency and comparability with our previously published omega-3 SCI studies, whose metabolomic data are re-analyzed here, because painful diabetic neuropathy (pDN) and several chronic pain conditions show higher prevalence in women. Only female animals were studied; sex as a biological variable was therefore not assessed (see Limitations).

Following a 1 week acclimatization period, animals were randomly assigned, using a computer-generated randomization scheme, to either a soy oil control diet (SOD) or a fish oil omega-3-enriched diet (FOD). The SOD was based on the standard AIN-93G formulation. The FOD consisted of a modified AIN-93G formulation in which the lipid component was replaced with fish oil enriched in DHA and EPA, as previously described [11,20]. Both diets were formulated to be isocaloric and matched for macronutrient composition. Detailed diet composition is provided in Supplementary Tables S1 and S2.

After 4 weeks of dietary intervention, animals underwent either CCI or SCI surgery and were subdivided accordingly. For the CCI cohort, experimental groups included control/sham, control/CCI, omega-3/sham, and omega-3/CCI animals. The CCI experiment used a 2 × 2 factorial design (diet × injury) with sham-operated and CCI-injured rats under either control or omega-3 diets. Diets were maintained for an additional 4 weeks post-surgery. Sample sizes (*n* = 6–8 rats per behavioral group and *n* = 3–4 per molecular group) were based on prior studies using similar designs and effect sizes, rather than a formal a priori power calculation. Each individual rat was treated as a single experimental unit for all behavioral and molecular analyses.

Group allocation and diet preparation were performed by investigators who were not involved in behavioral testing or molecular analyses. Surgeons were necessarily aware of injury status but were blinded to diet group. Behavioral testing, molecular assays, and statistical analyses were conducted with investigators blinded to diet and injury assignments until all primary analyses were completed.

Animals were excluded only if predefined technical criteria were not met, including incomplete injury parameters, incomplete paw placement during gait analysis, or failure to meet prespecified behavioral inclusion thresholds. No exclusions were made based on post hoc outcome differences. These inclusion and exclusion criteria were defined a priori before data collection.

Behavioral testing was performed in a rotating order across groups to avoid systematic time-of-day or sequence effects. Cages were distributed across shelves and racks without clustering by diet or injury group. No additional randomization or blocking factors were applied.

The primary behavioral outcomes prespecified for hypothesis testing and sample-size considerations were the Hargreaves withdrawal latency ratio and CatWalk gait parameters at 1–4 weeks post-CCI. Molecular readouts (DRG transcriptomics, qPCR, and GPX4 ELISA) were considered secondary outcomes.

### 2.3. Chronic Constriction Injury Surgery

CCI or sham surgery was performed as previously described [21]. Animals were anesthetized with 5% isoflurane for induction and maintained at 2% isoflurane via facemask. The left sciatic nerve was exposed through a 3–4 mm incision below the femur. Four loosely tied chromic gut 4-0 ligatures (Ethicon, Somerville, NJ, USA), spaced approximately 1 mm apart, were placed proximal to the trifurcation of the sciatic nerve. Sham animals underwent identical exposure of the sciatic nerve without ligature placement. Wounds were closed with muscle sutures and skin staples, followed by a 1-week recovery period prior to behavioral testing.

### 2.4. Spinal Cord Injury Surgery

SCI or sham procedures were performed at thoracic level T10 using the NYU/MASCIS impactor device. Animals were anesthetized with ketamine (80 mg/kg) and xylazine (10 mg/kg) administered intraperitoneally. Following laminectomy at T10 with intact dura, the spinal cord was subjected to a standardized weight-drop injury using a 10 g rod dropped from a height of 12.5 mm. Sham animals underwent laminectomy without impact injury. Muscle layers were sutured, and skin was closed with surgical clips.

### 2.5. Behavioral Assessments

Thermal hyperalgesia, mechanical allodynia, and gait were evaluated in the CCI cohort at baseline and at 1, 2, 3, and 4 weeks post-surgery. To reduce inter-animal variability and account for time-dependent changes, all behavioral data were normalized to sham controls using the following formula:

$$Normalized\;response\;(\%)\;=\;\left[\frac{\frac{\left(\frac{L_{inj,X}}{R_{inj,X}}\right)}{\left(\frac{L_{sham,X}}{R_{sham,X}}\right)}}{\frac{\left(\frac{L_{inj,BL}}{R_{inj,BL}}\right)}{\left(\frac{L_{sham,BL}}{R_{sham,BL}}\right)}}\right]\;\times \;100$$

where *L* denotes the left (injured-side) hind paw value and *R* denotes the right (contralateral, uninjured-side) hind paw value. Subscripts “inj” and “sham” indicate values measured in CCI-injured and sham animals, respectively, while subscripts “*X*” and “BL” indicate the post-surgical time point and baseline measurement. This double-normalized index expresses the change in ipsilateral-to-contralateral asymmetry in injured animals, adjusted to sham controls, and referenced to baseline. Normalization was applied consistently across behavioral assays prior to statistical analysis.

Thermal hyperalgesia was assessed using the Hargreaves test [22]. Animals were acclimated for 30 min in enclosed compartments before testing. An infrared heat source was applied to the plantar surface of the hind paw, and withdrawal latency was recorded across four trials with 5 min intervals between trials.

Mechanical Allodynia was assessed by measuring the withdrawal threshold of the hind paws in response to a mechanical stimulus using an electronic von Frey aesthesiometer (model 2391C; IITC Life Science, Woodland Hills, CA, USA). Each animal was placed in a Plexiglas chamber positioned on an elevated metallic grid floor, which provided access to the plantar surface of the hind paw. Animals were allowed to acclimate to the environment for 30 min before testing. A rigid blunt tip attached to the meter was applied to the plantar surface from under the floor. The withdrawal threshold was defined as the average force (g) required for paw removal in five trials separated by a 1 min interval. The data were normalized to the percent change from baseline and sham animals.

Gait analysis was performed using the CatWalk XT system with standard acquisition and analysis settings (Supplementary Table S3). Animals traversed a glass walkway, and paw placement parameters were recorded using internally reflected light and high-speed imaging. Only compliant runs, defined as runs within a speed range of 35–85 cm/s, were included in the analysis.

### 2.6. Tissue Collection and Preparation

Animals were deeply anesthetized and transcardially perfused with ice-cold phosphate-buffered saline (PBS). Spinal cord tissue and dorsal root ganglia (DRG) were dissected, flash-frozen in liquid nitrogen, and stored at −80 °C until downstream molecular analyses. Spinal cord tissue was used for metabolomic analysis, while DRG tissue was used for RNA sequencing, quantitative RT-PCR, and protein-level validation. Transcardial PBS perfusion under brief deep anesthesia (<5 min per animal) was used as the standard method to clear blood from tissue prior to molecular analysis; this procedure applies only to the rat DRG transcriptomic, RT-PCR, and protein endpoints. The metabolomic and lipidomic data reported in this study are re-analyses of previously published, independently collected datasets and did not involve this procedure.

### 2.7. Metabolomic Analysis

Untargeted metabolomic profiling of spinal cord tissue was conducted using ultra-high-performance liquid chromatography/tandem mass spectrometry (UHPLC/MS/MS^2^) under both basic and acid-optimized conditions, as well as gas chromatography/mass spectrometry (GC/MS), as previously described [17,19,23]. Metabolites were identified by comparison to reference library entries based on retention time, mass-to-charge ratio (*m*/*z*), and MS/MS spectral data, followed by manual quality control curation.

For pathway-level interpretation, metabolomic data were analyzed to identify biochemical pathways associated with lipid metabolism, oxidative stress, glutathione metabolism, selenoamino acid metabolism, and ferroptosis-associated oxidative stress.

### 2.8. RNA Sequencing and Bioinformatics

RNA was isolated from DRG tissue using the Qiagen AllPrep DNA/RNA/Protein Mini Kit (cat. no. 80004; Qiagen, Hilden, Germany), which enables isolation of RNA, DNA, and protein fractions from the same biological sample. RNA quality and integrity were assessed using the Agilent Bioanalyzer 2100. RNA libraries were prepared using poly-A selection and sequenced on Illumina platforms. Two planned RNA-seq samples (one SOD-CCI, one FOD-CT) were excluded prior to library preparation because total RNA yield fell below the prespecified minimum concentration and integrity thresholds; no other RNA-seq samples were excluded.

Raw FASTQ files were processed using fastp for quality control and adapter trimming, followed by alignment to the reference genome using HISAT2 (v2.0.5). Gene expression was quantified using featureCounts and normalized as fragments per kilobase per million reads (FPKM).

To improve analytical rigor, only genes with a minimum read depth of 10 counts in at least 90% of samples were retained. Differential expression analysis was performed using DESeq2 (v1.44.0) with Benjamini–Hochberg correction. Differentially expressed genes were identified using an adjusted *p*-value threshold of ≤0.1 and an absolute fold-change threshold of ≥1.2. A relaxed threshold was selected to capture pathway-level signals in the context of modest sample size, with key findings validated using RT-PCR and protein-level assays.

Ingenuity Pathway Analysis (IPA; QIAGEN, Redwood City, CA, USA; https://digitalinsights.qiagen.com/products-overview/discovery-insights-portfolio/analysis-and-visualization/qiagen-ipa/, accessed on 5 April 2026) was used for pathway enrichment and upstream regulator analysis using default settings, including z-score activation thresholds and Benjamini–Hochberg correction for pathway enrichment.

### 2.9. Quantitative RT-PCR

Total RNA was reverse-transcribed, and quantitative RT-PCR was performed as previously described with minor modifications [24]. Gene expression was quantified using SYBR Green chemistry on a real-time PCR system. Relative expression levels were calculated using the 2^−ΔΔCT^ method and normalized to β-actin as the housekeeping gene. Primer sequences used for target genes are provided in Supplementary Table S4.

### 2.10. ELISA

GPX4 protein levels in DRG tissue were quantified using a commercially available ELISA kit (AFG Bioscience, catalog no. EK240233) according to the manufacturer’s instructions. DRG tissues were processed using the Qiagen AllPrep DNA/RNA/Protein Mini Kit (Qiagen, cat. no. 80004) to isolate RNA, DNA, and protein fractions from the same biological sample. The protein fraction was collected and used for downstream ELISA analysis.

The total protein concentration was determined using the DC (Detergent Compatible) Protein Assay (Bio-Rad, Hercules, CA, USA). Samples and standards were run in duplicate, and absorbance was measured using a microplate reader at the recommended wavelength. Concentrations were calculated based on standard curves generated using known concentrations of GPX4. GPX4 levels were normalized to total protein concentration and expressed relative to SOD/sham samples. For ELISA quantification, each biological sample was assayed in technical duplicate (the same biological sample loaded into two adjacent wells on the same plate), and the mean of the two technical wells was used as that animal’s value. Biological replicates were the individual animals (*n* = 3–4 per group), and all statistical comparisons were performed on biological replicates rather than technical replicates. As pre-specified quality control, technical duplicates with a coefficient of variation greater than 15% were flagged and re-assayed, and plates with a standard-curve R^2^ below 0.99 were rejected and re-run.

### 2.11. Human Cohort and Omics Data

Human metabolomic and lipidomic data were obtained from the En Balance-Plus study, a previously published longitudinal intervention evaluating omega-3 supplementation in individuals with type 2 diabetes. The current study represents a secondary analysis of previously collected datasets.

The study was approved by the Loma Linda University Institutional Review Board (LLU-IRB# 5110318) and adhered to the Declaration of Helsinki; informed written consent was obtained from all participants.

Forty self-identified Hispanic/Latino adults (aged 33–74 years) with T2DM completed the 3-month intervention. Participants were recruited from the local community and met the inclusion criteria for stable diabetes management without acute complications. Additional demographic and clinical characteristics have been previously described [16].

Participants received daily omega-3 PUFA supplementation, high-DHA, consisting of 1000 mg DHA and 200 mg EPA over a 3-month intervention period. Plasma and serum samples were collected following a 12 h overnight fast at baseline and post-intervention.

Untargeted metabolomic and lipidomic analyses were performed by Metabolon (Durham, NC, USA) using established UHPLC/MS/MS and GC/MS platforms [23,25]. Metabolites were identified through comparison to a reference library based on retention time, mass-to-charge ratio (*m*/*z*), and MS/MS spectral data, followed by quality control curation. A minimum metabolite presence threshold of 70% across samples was applied.

### 2.12. Statistical Analysis

All statistical analyses were performed using GraphPad Prism (v10.6.0; GraphPad Software, Boston, MA, USA; www.graphpad.com), with statistical significance set at *p* < 0.05 unless otherwise specified. All data are presented as the mean ± standard error of the mean (SEM).

Behavioral data from the Hargreaves test, reported as withdrawal latency ratios, and CatWalk gait analysis parameters, including swing duration, stand time, duty cycle, stride length, step cycle, mean intensity, maximum contact mean intensity, maximum contact maximum intensity, and print area ratios, were analyzed to evaluate the effects of diet, injury, and time. Diet groups consisted of omega-3-enriched fish oil diet (FOD) and control soy oil diet (SOD), while injury groups consisted of CCI and sham animals. Behavioral outcomes were compared across baseline and weeks 1–4 post-CCI, with 6–8 rats per group, including SOD-sham, SOD-CCI, FOD-sham, and FOD-CCI groups.

A two-way mixed-effects ANOVA model with Bonferroni post hoc testing was used to account for the repeated-measures design and longitudinal structure of the behavioral data. This model accounts for within-subject correlations across time points and enables assessment of main effects and interactions among diet, injury, and time.

For CatWalk analysis, missing data points arising from incomplete paw placement or equipment-related issues were addressed using mean imputation within the respective experimental group at the corresponding time point, including baseline and weeks 1–4. Mean imputation was selected to preserve sample size in the context of a repeated-measures design and limited cohort size. This approach assumes missingness at random and maintains group-level central tendency, which is appropriate for balanced designs with small sample sizes [26]. Sensitivity analyses, including complete-case and median imputation approaches, yielded consistent results and confirmed that imputation did not significantly alter the findings.

RT-PCR and ELISA data were analyzed using two-way ANOVA followed by Tukey’s post hoc tests to assess differences in gene expression and protein levels across experimental groups.

## 3. Results

### 3.1. Omega-3 Supplementation Attenuates Neuropathic Pain-Related Behavioral Changes Following CCI

To determine whether omega-3 supplementation altered the development of NP-related behavioral deficits, rats were fed either a SOD or FOD before CCI or sham surgery. Behavioral outcomes were assessed longitudinally at baseline and weeks 1–4 post-CCI. Both the SOD and FOD were custom-formulated and manufactured by Bio-Serv (Flemington, NJ, USA).

Thermal hypersensitivity was assessed using the Hargreaves test. Following CCI, SOD-CCI animals showed reduced withdrawal latency ratios compared with sham controls, consistent with increased thermal sensitivity. In contrast, FOD-CCI animals maintained higher withdrawal latency ratios than SOD-CCI animals at early post-injury time points, indicating attenuation of CCI-induced thermal hypersensitivity (Figure 1A).

CatWalk gait analysis was then used to evaluate pain-related locomotor asymmetry and functional impairment. SOD-CCI animals showed altered gait parameters across multiple measures, including swing duration, stand time, duty cycle, stride length, and step cycle ratios. FOD-CCI animals showed improved gait symmetry compared with SOD-CCI animals, with values closer to baseline- or sham-normalized ratios across several parameters (Figure 1B–F). Additional CatWalk parameters evaluating paw pressure and paw-contact characteristics, including mean intensity, maximum contact mean intensity, maximum contact maximum intensity, and print area ratios, showed similar omega-3-associated improvement patterns and are provided in Supplementary Figure S1.

Together, these behavioral data show that omega-3 supplementation attenuated CCI-induced thermal hypersensitivity and improved multiple gait parameters associated with NP-related functional impairment. Mechanical allodynia was assessed in parallel using an electronic von Frey aesthesiometer. Omega-3 supplementation did not significantly alter mechanical withdrawal thresholds in CCI animals at any post-surgical time point compared with control CCI animals (Figure 1G; *p* > 0.05 at all time points). The absence of a significant omega-3 effect on mechanical allodynia, in contrast to the significant attenuation of thermal hypersensitivity and the improvement in gait, indicates that the behavioral effects of omega-3 supplementation in this model are modality-specific. Mechanical allodynia was assessed in parallel using an electronic von Frey aesthesiometer. Omega-3 supplementation did not significantly alter mechanical withdrawal thresholds in CCI animals at any post-surgical time point compared with control CCI animals (Figure 1G; *p* > 0.05 at all time points). The absence of a significant omega-3 effect on mechanical allodynia, in contrast to the significant attenuation of thermal hypersensitivity and the improvement in gait, indicates that the behavioral effects of omega-3 supplementation in this model are modality-specific.

### 3.2. Transcriptomic Profiling of DRG Reveals Omega-3-Associated Changes in Injury-Response, Mitochondrial, Selenoamino Acid, and Translational Quality-Control Pathways Following CCI

To define transcriptional changes associated with the behavioral phenotype, bulk RNA sequencing was performed on ipsilateral and contralateral dorsal root ganglia (DRG) collected 1 week after CCI, a time point selected to capture early injury-evoked transcriptional responses after injury in this NP model. 

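The sequencing covered 20 DRG from 14 female rats. For CCI, loose ligatures were tied around the left sciatic nerve, and sham surgery (CT) exposed that nerve and left it untied. The soy oil (SOD) or fish oil (FOD) diet began 4 weeks before surgery. The 14 left DRG came from 4 SOD-CT, 3 SOD-CCI, 3 FOD-CT, and 4 FOD-CCI rats, and the 6 contralateral (right) DRG came from the 3 SOD-CCI rats and from 3 of the FOD-CCI rats. The paper places collection 7 days after surgery, whereas its methods and the public description of the study both have the diets continuing for 4 weeks after surgery, and the files do not settle how long these rats were fed.

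The authors prepared poly-A selected libraries, trimmed the reads with fastp, aligned them with HISAT2, and counted fragments for 39747 genes with featureCounts. The genome build, the use of strand, and the treatment of reads that align to several genes are not stated, so counts of genes with near-identical copies, such as the hemoglobin and ribosomal protein genes, are uncertain. Here, genes with at least 10 counts in at least 90% of the 14 left libraries were kept (14484 genes), and edgeR's two-sided quasi-likelihood test with TMM normalization was applied to all 14 in a joint model. A gene was called differentially expressed at a Benjamini–Hochberg adjusted p of at most 0.1 and a fold change of at least 1.2 in either direction, which are the thresholds of the paper. Left and contralateral DRG were compared with the rat as a block. The SE given with a log2FC from edgeR is worked back from the test. It is the absolute log2FC divided by the square root of the quasi-likelihood F, not a separately estimated standard error.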

Four groups were analyzed: SOD-CT, SOD-CCI, FOD-CT, and FOD-CCI (*n* = 3–4 biological replicates per group; SOD-CCI and FOD-CT, *n* = 3; SOD-CT and FOD-CCI, *n* = 4). 

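Libraries held between 22547190 and 54437581 counts, with group medians from 25322877 (contralateral DRG of FOD-CCI rats) to 34293200 (FOD-CT). Across genes, Spearman correlations within groups ran from 0.807 to 0.977 over 24 pairs of libraries. The chi-square per gene, which would be near 1 under sampling noise alone, was 25.6 or higher in every pair, so libraries of a group differed by far more than sampling noise. The common dispersion was 0.206, a biological coefficient of variation of 0.45. In counts simulated with the dispersion of each gene, 67 of 191 changed genes that passed the filter were called, and 8.2% of the 73 calls were wrong.

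Some libraries carried transcripts of other tissues. Genes of 2 skeletal muscle lists took 10.9% of the counts of SOD-CT replicate 1, at most 0.568% in the other SOD-CT libraries, and 2.75% in FOD-CT replicate 2. The mean log2 CPM (counts scaled to a common library total) of 7 spinal cord glia genes, 3 of which passed 1 CPM in the median library, was between 7.76 and 8.34 in replicate 1 of FOD-CT, of FOD-CCI, and of the contralateral FOD-CCI DRG, and at most 2.49 in the other 17 libraries.

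**Figure D1:**
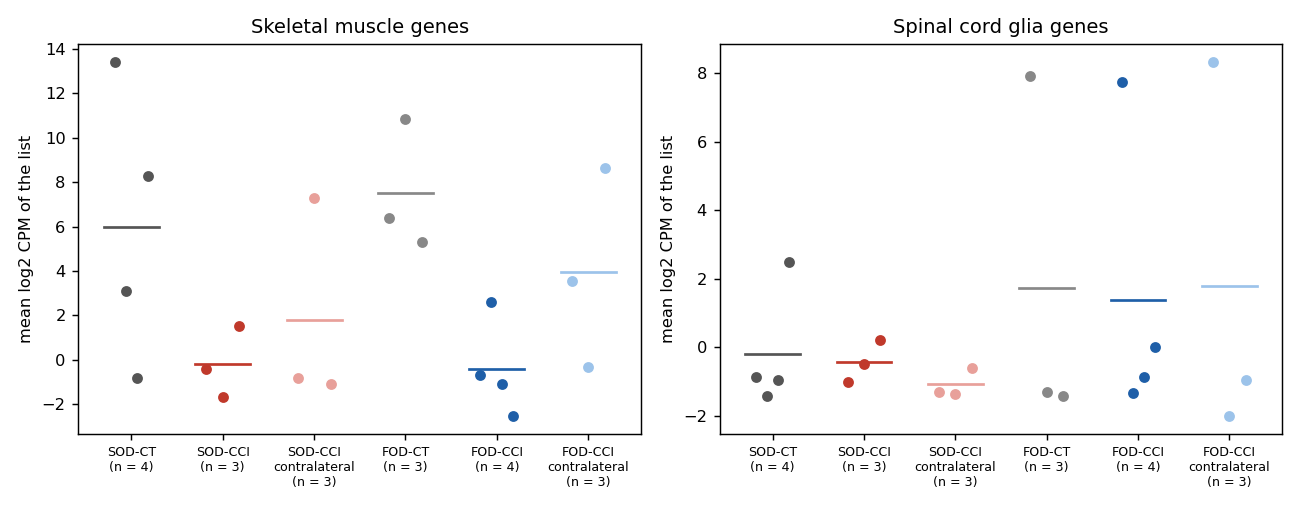
Mean log2 CPM of skeletal muscle genes and of spinal cord glia genes in each of the 20 DRG libraries, by group. Lines mark group means. SOD: soy oil diet. FOD: fish oil diet. CT: sham surgery. CCI: chronic constriction injury.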

Differentially expressed genes (DEGs) were identified using a minimum fold-change threshold of 1.2 and an adjusted *p* value ≤ 0.10. These relatively permissive thresholds were chosen a priori to increase sensitivity to modest early transcriptional changes in DRG after CCI while controlling the expected false discovery rate in the context of a limited sample size.

The global heatmap of significant DEGs demonstrated clear group-dependent separation of transcriptomic profiles (Figure 2A). 

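Set against the contralateral DRG of the same rats, the left DRG of SOD-CCI rats had 21 called genes out of 14462, of which 19 were higher, and the smallest adjusted p from edgeR was 0.00621. An unadjusted p under 0.05 was found for 1244 genes, against 723 by chance on average and from 38 to 869 in other splits of these libraries. A list of 24 nerve injury genes, written from general knowledge, had 16 tested members. Of these, 15 were higher, the median log2FC was 2.33, and 4 were called: Arg1 (log2FC 3.69, SE 0.42, adjusted p = 0.0451), Gal (3.93, SE 0.60, adjusted p = 0.0953), Jun (1.88, SE 0.25, adjusted p = 0.0527), and Ecel1 (3.49, SE 0.52, adjusted p = 0.0943). The 2 called genes that were lower, named after their values were seen, were Pla2g7 (log2FC −2.20, SE 0.27) and Cnr1 (−1.49, SE 0.21). Each rat moved the count: with both of its DRG left out, it was 480 without FOD-CCI replicate 1, which enters through the shared estimate of the spread, 53 without FOD-CCI replicate 3, 13 without FOD-CCI replicate 2, 2 without SOD-CCI replicate 1 or 3, and 0 without SOD-CCI replicate 2. With no replicate block for the rat, the count was also 0.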

The SOD-CCI group showed the largest deviation from contralateral controls, with broad induction of injury-associated transcripts and suppression of multiple metabolic genes. In contrast, the FOD-CCI samples clustered more closely with FOD-CT and sham-like profiles, indicating a more restricted transcriptional response following injury. 

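The mean squared log2 difference between group means over the 14484 genes, less the value the spread within groups gives, was 0.29 for SOD-CCI to SOD-CT, 0.027 for FOD-CCI to FOD-CT, 0.06 for FOD-CCI to SOD-CT, 0.082 for FOD-CCI to SOD-CCI, and −0.096 for FOD-CT to SOD-CT. A value near 0 means a difference no larger than the spread between rats. Single libraries set the first 2: the SOD pair gave 0.137 without SOD-CT replicate 1, and the FOD pair 0.228 without FOD-CCI replicate 1. Against contralateral DRG of the same rats, FOD-CCI had 2 called genes, Ssc5d (log2FC 2.82, SE 0.26, adjusted p = 0.0229) and Arg1 (4.10, SE 0.44, adjusted p = 0.0483), and 1012 genes at an unadjusted p under 0.05. This count was 137 without both DRG of FOD-CCI replicate 1 and 0 without both DRG of SOD-CCI replicate 2 or of FOD-CCI replicate 3. The 16 tested nerve injury genes were all higher, with a median log2FC of 1.67. A test of the difference between diets in the left-to-contralateral change called 0 genes, with 435 at an unadjusted p under 0.05 (median −0.55 over the 16 genes).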

Among the genes increased in SOD-CCI relative to SOD-CT were inflammatory and injury-responsive transcripts, including C3 (log2FC 2.74, adjusted *p* = 0.016) and Arg1 (log2FC 4.38, adjusted *p* = 9.43 × 10^−6^), whereas genes linked to neuropeptide signaling and homeostatic function, such as Adcyap1, were reduced (log2FC −2.73, adjusted *p* = 1.45 × 10^−38^). 

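C3 (NCBI gene 24232) had 22 ± 12.7 CPM (mean ± SD) in SOD-CCI and 17.4 ± 9.13 CPM in SOD-CT, a log2FC of 0.34 (SE 0.78, edgeR adjusted p = 0.875), which became −0.19 without SOD-CCI replicate 2. Arg1 (29221) rose from 1.45 ± 1.07 to 13.4 ± 1.84 CPM (log2FC 3.19, SE 0.91, adjusted p = 0.266). Adcyap1 (24166) was higher in SOD-CCI, at 219 ± 14.8 CPM against 31 ± 17.6 CPM (log2FC 2.82, SE 0.64, adjusted p = 0.266). With the DESeq2 Wald test in place of edgeR, both Arg1 (adjusted p = 0.0212) and Adcyap1 (adjusted p = 0.00287) were called as higher, and edgeR called Adcyap1 without FOD-CCI replicate 1 (log2FC 2.82). Against contralateral DRG of the same SOD-CCI rats, edgeR called Adcyap1 as higher with all libraries (log2FC 2.76, SE 0.43, adjusted p = 0.0983). A search made after the values were seen found the paper's log2FC in other pairs of groups. It used DESeq2 on each pair alone and no filter. C3 had 2.74 in contralateral DRG of FOD-CCI against SOD-CCI rats. Adcyap1 had −2.73 in contralateral against left DRG of SOD-CCI rats. Without FOD-CCI replicate 4, Arg1 had −4.38 in contralateral against left DRG of FOD-CCI rats, the paper's size in the other order. Over all fits of SOD-CCI against SOD-CT, alternatives included, edgeR or DESeq2 adjusted p ran from 0.798 to 0.999 for C3, from 0.0158 to 0.647 for Arg1, and from 3.15e-06 to 0.647 for Adcyap1. Of the 6 genes the paper gives log2FC values for in this part of its text, 4 passed 0.1 when adjusted over the list alone, which is not independent evidence since the study picked them from these libraries.

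**Figure D2:**
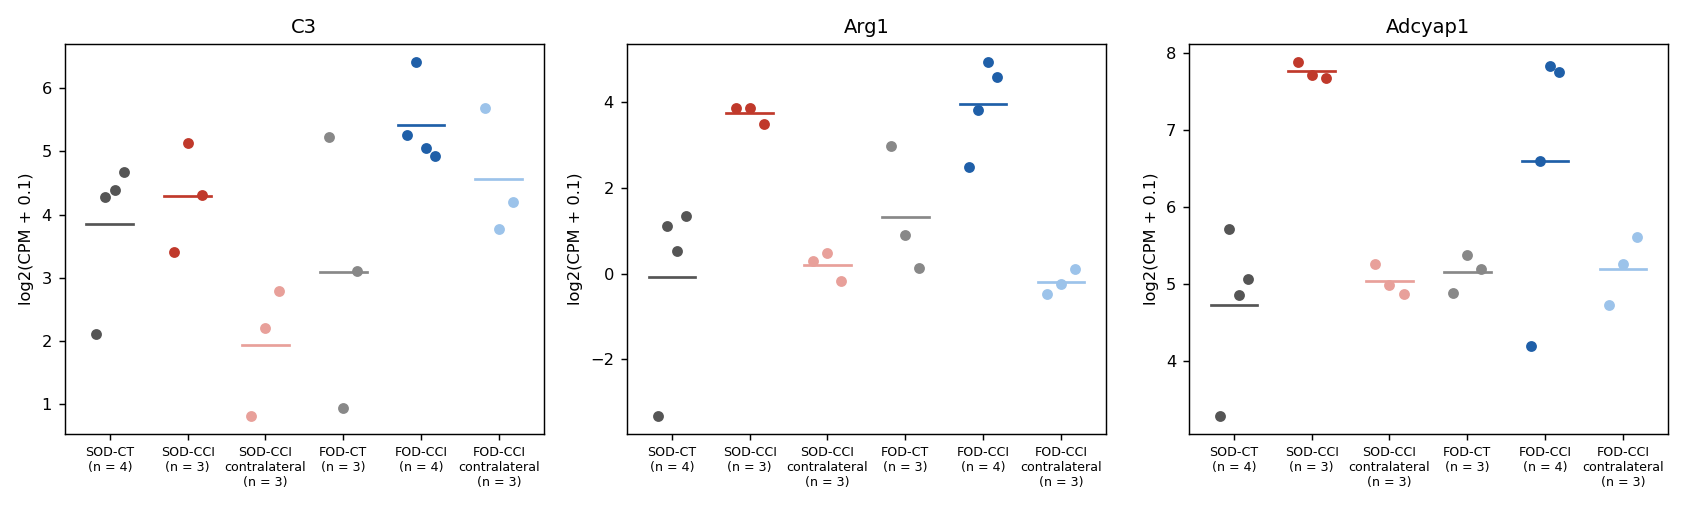
C3, Arg1, and Adcyap1 in each DRG library, as log2(CPM + 0.1), by group.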

In FOD-CCI samples, several of these shifts were attenuated relative to SOD-CCI, and the overall magnitude of transcriptional disruption was reduced.

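Between FOD-CCI and FOD-CT, C3 rose from 16.2 ± 19.3 to 47.4 ± 26.7 CPM (log2FC 1.55, SE 0.82), Arg1 from 3.54 ± 3.72 to 18.7 ± 10.9 CPM (2.40, SE 0.94), and Adcyap1 from 36.4 ± 6.41 to 141 ± 101 CPM (1.96, SE 0.67), each with an edgeR adjusted p of 1. FOD-CCI replicate 1 was low for Adcyap1, at 18.4 CPM. The diet by injury interaction, which tests whether the change on FOD differs from that on SOD, was 1.21 (SE 1.13, adjusted p = 0.894) for C3, −0.79 (SE 1.22, adjusted p = 0.916) for Arg1, and −0.86 (SE 0.88, adjusted p = 0.894) for Adcyap1. Without FOD-CT replicate 1, the change on FOD was 3.18 for C3 and 3.73 for Arg1, and their interactions were 2.84 and 0.54. That of Adcyap1 was −0.49 without FOD-CCI replicate 1. Over all genes, the interaction called 0, with 725 at an unadjusted p under 0.05 against 724 expected by chance.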

To further define the contributions of diet and injury, DEG overlap was examined using pairwise comparisons (Figure 2B). 

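In the joint model of the 14 left libraries, SOD-CCI against SOD-CT gave 0 called genes and 2006 genes at an unadjusted p under 0.05, of which 731 were higher after injury. FOD-CCI against FOD-CT gave 0 called genes and 654 at an unadjusted p under 0.05, of which 464 were higher. These 2 sets of genes shared 243. The smallest adjusted p values from edgeR were 0.266 for the SOD pair, where Ssc5d (log2FC 1.99, SE 0.50) was among the genes at that value, and 1 for the FOD pair, where Ssc5d rose by 1.78 (SE 0.53). Apart from settings added after the data were seen, the alternative that moved the count of the SOD pair most was the DESeq2 Wald test, with 594 genes called in the SOD pair, 21 in the FOD pair, and 11 shared. On simulated counts with a dispersion of 0.05 for all genes, 22.2% of the DESeq2 calls were wrong, against 9.3% of those of edgeR. The common dispersion of these libraries was 0.206, and DESeq2 was not run on counts simulated with the dispersion of each gene. The simulation therefore cannot tell which calls are wrong here. Without FOD-CCI replicate 1, the edgeR counts were 47 in the SOD pair, 43 in the FOD pair, and 15 shared.

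**Figure D3:**
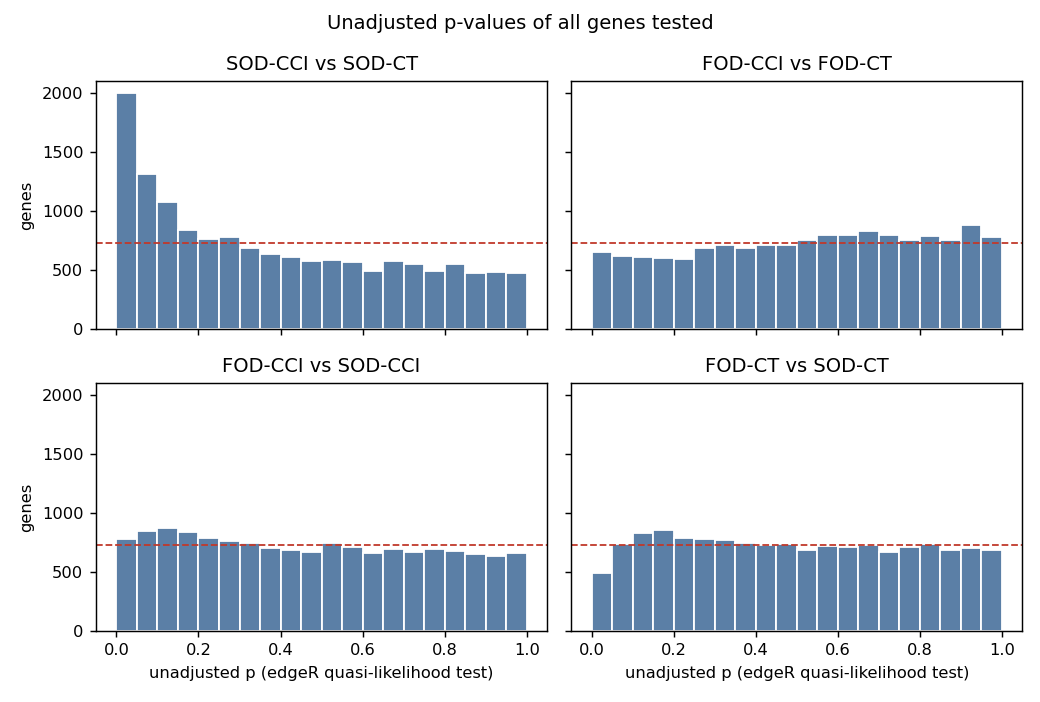
Unadjusted p values from edgeR for the 4 comparisons of left DRG, in 20 bins over 14484 genes. The dashed line marks the number per bin that chance gives on average.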

Comparison of FOD-CCI versus FOD-CT identified 45 unique DEGs, whereas SOD-CCI versus SOD-CT identified 1026 unique DEGs, with only 20 genes shared between these comparisons. This difference indicates a substantially larger injury-driven transcriptional response in the SOD group than in the omega-3 group. 

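The nerve injury genes rose on both diets. Of the 24, 18 were tested in the left DRG. Against sham surgery, 15 of the 18 were higher on SOD, with a median log2FC of 2.00, and 18 of 18 on FOD, with a median of 1.97. Leaving out single libraries moved these medians between 1.85 and 2.43 on SOD and between 1.38 and 2.18 on FOD. Adjusted over the list alone, 13 passed 0.1 on SOD and 12 on FOD, whereas over all genes tested none was called on either diet (13 and 11 at an unadjusted p under 0.05). The interaction of diet and injury had a median of 0.10 over these genes, with 0 at an unadjusted p under 0.05, and its sign turned without FOD-CCI replicate 3 (−0.35). On the log scale of the set tests (voom values), the rise was smaller on FOD: the medians were 2.44 on SOD and 1.64 on FOD, and the interaction median was −0.77, with 17 of 18 lower, but it was −0.05, with 10 of 19 lower, without FOD-CCI replicate 1 and −0.41 without SOD-CT replicate 1. In FOD-CCI replicate 1, the mean log2 CPM of the 24 genes was 1.73, within the 0.25 to 3.33 of the sham libraries. The other FOD-CCI libraries were at 4.73 or higher, so the rise on FOD was not seen in every rat. From the difference in the number of DEGs, the paper concludes that the transcriptional response to injury was larger on SOD than on omega-3.

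**Figure D4:**
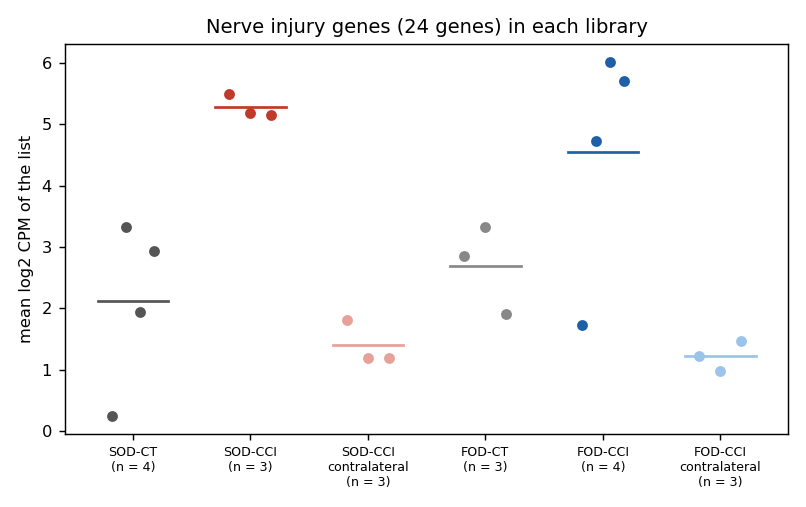
Mean log2 CPM of 24 nerve injury genes in each of the 20 DRG libraries, by group. Lines mark group means.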

In the diet-only comparisons, FOD-CCI versus SOD-CCI yielded 285 unique DEGs and FOD-CT versus SOD-CT yielded 181 unique DEGs, with 44 genes shared between these comparisons, indicating that dietary omega-3 exposure altered the DRG transcriptome both at baseline and after injury.

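For diet after injury, FOD-CCI against SOD-CCI gave 0 called genes, 782 at an unadjusted p under 0.05 (560 higher on FOD), and a smallest edgeR adjusted p of 0.859. For diet without injury, FOD-CT against SOD-CT gave 0 called genes, 491 at an unadjusted p under 0.05 (256 higher), and a smallest adjusted p of 0.965. The sets at an unadjusted p under 0.05 shared 36 genes. With only the 2 groups compared in the model, 1784 genes of the CCI pair and 254 of the sham pair had an unadjusted p under 0.05, and again 0 were called. The contralateral DRG of FOD-CCI and SOD-CCI rats had 0 called genes and 995 at an unadjusted p under 0.05, against 700 by chance on average over 14007 genes. Other splits of these libraries gave from 276 to 1169, and of the 10 splits, 2 gave as many, the real one included. From DEGs in both diet comparisons, the paper concludes that dietary omega-3 altered the DRG transcriptome at baseline and after injury.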

A targeted heatmap of common DEGs highlighted transcripts that changed in a consistent direction across comparisons (Figure 2C). These included genes related to oxygen handling, chromatin organization, and immune regulation, such as Hba2 (log2FC 3.41 vs. SOD-CT, adjusted *p* = 1.01 × 10^−6^), Hmgn1 (log2FC 1.00, adjusted *p* = 0.1), and Ssc5d (log2FC −0.61, adjusted *p* = 0.58). 

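For these genes the paper names no first group, and only for Hba2 the second, SOD-CT. FOD-CT against SOD-CT was assumed. Gaps to the paper's values hold only under this assumption. A search made after the values were seen found those of Hba2 and Hmgn1 in contralateral DRG of FOD-CCI against SOD-CCI rats. There DESeq2 on these groups alone, with no filter, gave log2FC of 3.41 and 1.00. Hba2 (NCBI gene 360504) had 150 ± 52.8 CPM in FOD-CT and 524 ± 784 CPM in SOD-CT (log2FC −1.80, SE 1.31, edgeR adjusted p = 0.965), which became 0.14 without SOD-CT replicate 4. In FOD-CCI it had 1290 ± 2010 CPM against 62.4 ± 45.7 CPM in SOD-CCI (log2FC 4.37, SE 1.50, adjusted p = 0.859), which became 2.19 without FOD-CCI replicate 2. Reads of this gene can be split with its near-identical copies. Hmgn1 (360704) had 70.2 ± 11.1 CPM in FOD-CT and 55.2 ± 9.63 CPM in SOD-CT (log2FC 0.35, SE 0.21, adjusted p = 0.965), and was higher in FOD-CCI than in SOD-CCI (log2FC 0.97, SE 0.22, adjusted p = 0.859). For Ssc5d (308341), FOD-CT had 12.3 ± 4.1 CPM and SOD-CT 15.2 ± 8.36 CPM (log2FC −0.31, SE 0.50, adjusted p = 0.977), and the sign turned without SOD-CT replicate 2 (0.11). Its log2FC in FOD-CCI against SOD-CCI was −0.53 (SE 0.49, adjusted p = 0.89). Over all fits of the sham pair, edgeR or DESeq2 adjusted p ran from 0.689 to 1 for Hba2, from 0.705 to 1 for Hmgn1, and from 0.858 to 1 for Ssc5d.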

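The genes legible in the heatmaps of Figure 2C form 2 lists, 35 in the diet heatmap (34 tested, 4 of them also markers of blood or other cells) and 15 in the injury heatmap (9 tested). In FOD-CCI against SOD-CCI, 31 of the 34 diet genes were higher (median log2FC 1.43), 29 had an unadjusted p under 0.05, and 32 passed 0.1 when adjusted over the list alone, with 0 called over all genes. In SOD-CCI against SOD-CT, 5 of the 34 were higher (median −1.46), and in FOD-CCI against FOD-CT 30 were higher (median 0.57). The 9 injury genes had medians of 1.99 on SOD (6 passed adjusted over the list alone) and 1.78 on FOD (7 passed), a median of −0.24 between FOD-CCI and SOD-CCI, with 0 passing, and an interaction median of −0.17. Without SOD-CT replicate 1, the median of the diet genes on SOD was −0.90, and without FOD-CCI replicate 2 that on FOD was 0.32. Without FOD-CCI replicate 1, the last 2 medians of the injury genes turned to 0.17 and 0.20. Since the study chose both lists from these libraries, the counts adjusted over the list alone are not independent evidence.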

Relative to SOD-CCI, the FOD-CCI group showed a more restricted expression pattern across these shared genes, with values shifting toward those observed in contralateral controls.

To determine whether these transcriptional differences converged on specific biological programs, DEGs from the FOD-CCI versus SOD-CCI comparison were analyzed using IPA (Figure 2D). 

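Nuclear genes of oxidative phosphorylation (OXPHOS), 74 tested genes taken by symbol, were on average 0.49 higher (log2) in FOD-CCI than in SOD-CCI, with 69 higher (limma camera with a preset correlation of 0.01, p adjusted over 4 sets = 8.44e-14, against 0.225 with an estimated correlation and 0.255 with fry). After injury on SOD, the same genes were lower (mean −0.85, 73 of 74 lower), by −0.41 without SOD-CT replicate 1, the library with muscle transcripts. Single genes in FOD-CCI against SOD-CCI had log2FC of 1.55 for Atp5f1e (NCBI gene 245958, 384 ± 215 against 131 ± 19.5 CPM), 0.83 for Atp5mf (418 ± 123 against 236 ± 35.9 CPM), 1.34 for Atp5mg (499 ± 247 against 196 ± 39.3 CPM), and 0.93 for Ndufa5 (25488, 221 ± 77.6 against 116 ± 25.7 CPM), each with an edgeR adjusted p of 0.859. FOD-CCI replicate 2 was the highest of the 4 FOD-CCI libraries: without it, the values were 1.08, 0.59, 0.94, and 0.65. The smallest adjusted p over all fits was 0.00387 for Atp5f1e, 0.0767 for Atp5mf, 0.00702 for Atp5mg, and 0.0765 for Ndufa5, and the largest was 0.999. The 10 pathway genes named in this part of the paper's text were all higher in FOD-CCI (median 0.95), 8 with an unadjusted p under 0.05 and 10 passing 0.1 when adjusted over the list alone, which is not independent evidence, and all 10 were lower after injury on SOD (median −1.25, and −0.76 without SOD-CT replicate 1).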

The most significantly inhibited canonical pathway was mitochondrial dysfunction (z-score = −3.441, −log(*p* value) = 9.44), with contributing genes including Atp5f1e, Atp5mf, Atp5mg, and Ndufa5. 

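Ribosomal protein genes, 80 tested genes taken by symbol, were all higher in FOD-CCI than in SOD-CCI (mean log2 difference 0.75, limma camera adjusted p = 9.08e-39). The 10 selenium genes of Figure 5A had a mean of 0.48, with 8 higher (camera adjusted p = 0.0128). For both sets, the adjusted p was 0.0929 with an estimated correlation and 0.101 with fry. At 0.05, none of the camera calls on the 4 sets, those on OXPHOS and pain genes included, held under either of these. Part of both differences, and of that of OXPHOS, went with gene length: across genes, log2FC fell with gene length (Spearman −0.35; genes are not independent replicates). With a length correction, the means were 0.39 for the ribosomal set, 0.20 for OXPHOS, and 0.44 for the selenium set.

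**Figure D5:**
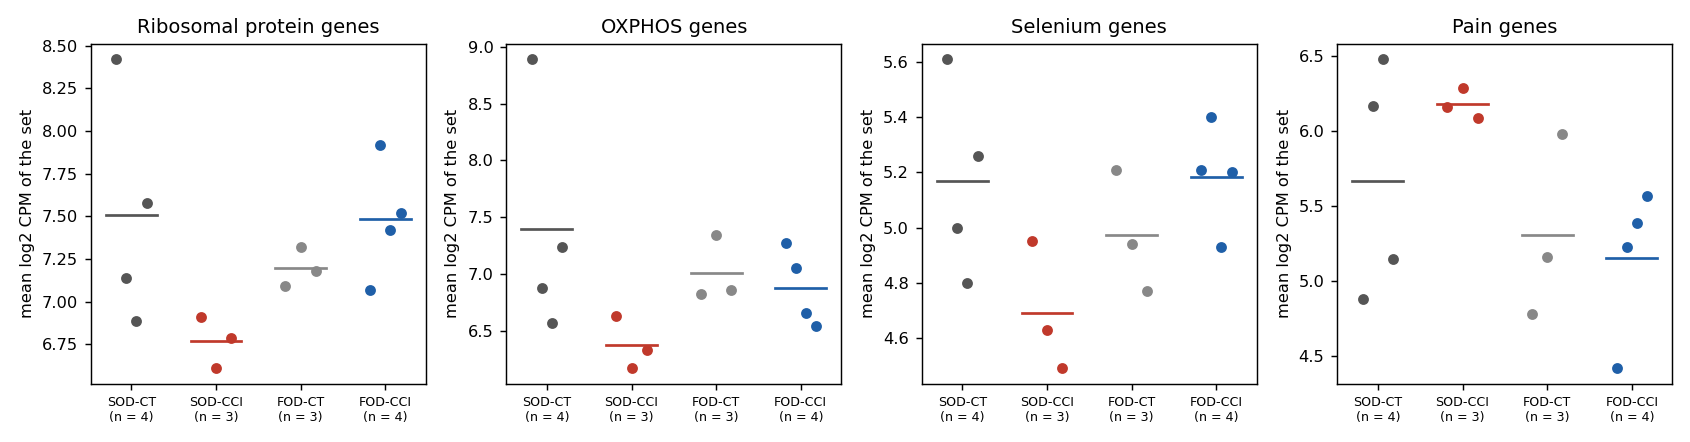
Mean log2 CPM of ribosomal protein, OXPHOS, selenium, and pain genes in each left DRG library, by group. Lines mark group means.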

Among activated pathways, nonsense-mediated decay (NMD) showed a z-score of 5.292 with a −log(*p* value) of 28.8, selenoamino acid metabolism showed an identical z-score of 5.292 with a −log(*p* value) of 25.9 (IPA returns matched Activation Z-Scores when canonical pathways share their directional gene set), and ribosomal quality control signaling showed a z-score of 5.385 with a −log(*p* value) of 19.7. 

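Rpl11 (NCBI gene 362631) had 269 ± 72.9 CPM in FOD-CCI and 146 ± 7.36 CPM in SOD-CCI (log2FC 0.88, SE 0.31). Rpl13 (81765) had 285 ± 41.9 against 150 ± 2.47 CPM (0.93, SE 0.32), Rps27a (100912032) 1100 ± 477 against 302 ± 123 CPM (1.87, SE 0.62), and Psmb4 (58854) 717 ± 189 against 368 ± 51.1 CPM (0.96, SE 0.32). Each had an edgeR adjusted p of 0.859. Over all fits, the largest was 0.999 and the smallest was 0.034 for Rpl11, 0.00145 for Rpl13, 0.00128 for Rps27a, and 0.0194 for Psmb4.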

Genes contributing to these enriched pathways included ribosomal and translational quality-control components such as Rpl11, Rpl13, Rps27a, Psmb4, and Uba52. In addition, increased expression of Gpx4 within these pathway analyses was observed in the FOD-CCI group relative to SOD-CCI.

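Gpx4 (NCBI gene 29328) had 916 ± 286 CPM in FOD-CCI and 428 ± 61.9 CPM in SOD-CCI (log2FC 1.10, SE 0.36, edgeR adjusted p = 0.859, from 0.00906 to 0.999 over all fits). In sham rats it had 744 ± 219 CPM on FOD and 943 ± 458 CPM on SOD. After injury it changed by −1.14 (SE 0.36) on SOD, or −0.76 without SOD-CT replicate 1, and the interaction of diet and injury was 1.44 (SE 0.51).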

We then examined whether similar pathway-level changes were present in a central nervous system injury model by re-analyzing previously generated spinal cord metabolomic data from the FOD-SCI versus SOD-SCI comparison using IPA (Figure 2E). This analysis identified activation of transport of bile salts and organic acids and aspartate and asparagine metabolism, with metabolite contributors including L-glutamine, uric acid, N-acetyl-L-aspartic acid, and L-asparagine. In addition, nicotinate metabolism and glycerophospholipid biosynthesis were activated. Notably, selenoamino acid metabolism was also enriched in the SCI dataset (z = 3.2), matching the pattern observed in the DRG transcriptomic analysis of the CCI model. This cross-model convergence of selenoamino acid metabolism across the peripheral (CCI), central (SCI), and human metabolic datasets is summarized in Figure 3, which presents the IPA pathway-enrichment z-scores for all three models side by side.

Taken together, these data show that omega-3 supplementation was associated with a smaller injury-induced transcriptional shift in DRG, reduced representation of inflammatory and mitochondrial dysfunction programs, and enrichment of pathways linked to selenoamino acid metabolism, mRNA surveillance, and translational quality control.

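The diet by injury interaction of the ribosomal protein set was 1.05 (80 of 80 genes higher, camera adjusted p = 7.08e-42), made of a change after injury of −0.69 on SOD (79 of 80 lower) and of 0.36 on FOD (77 of 80 higher). It was 0.88 for OXPHOS (73 of 74 higher, 5.66e-22) and 0.64 for the selenium set (8 of 10 higher, 0.0188). Under fry, the adjusted p was 0.2, 0.227, and 0.224. Each of these interactions fell without SOD-CT replicate 1, to 0.74 for the ribosomal set, 0.44 for OXPHOS, and 0.51 for the selenium set. The ribosomal change on SOD was then −0.39, and that on FOD was 0.22 without FOD-CCI replicate 2. The nerve injury list had an interaction mean of −0.97 on the same voom values (17 of 18 lower), which was −0.52 without SOD-CT replicate 1 and −0.24 without FOD-CCI replicate 1. From these comparisons, the paper concludes that omega-3 went with a smaller transcriptional shift after injury, less representation of inflammatory and mitochondrial dysfunction programs, and enrichment of selenoamino acid, mRNA surveillance, and translational quality-control pathways.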

### 3.3. Omega-3 Supplementation Alters Expression of Pain-Associated Genes in DRG Following CCI

Because the transcriptomic analysis identified broad omega-3-associated changes in DRG pathways after CCI, we next examined genes directly linked to nociceptive signaling, ion channel activity, and pain-associated neuronal excitability. FPKM fold-change values were evaluated for selected pain-related genes in the FOD-CCI versus SOD-CCI comparison at 1 week post-injury (Figure 4A).

Several voltage-gated sodium channel genes and sensory transduction genes were reduced in the FOD-CCI group relative to the SOD-CCI group. 

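Of the 14 pain genes in Figure 4A, 13 passed the filter. In FOD-CCI against SOD-CCI, the mean log2 difference of the set was −0.89, with 12 of 13 lower (limma camera adjusted p = 4.55e-07). In edgeR, 11 of 13 were lower (median log2FC −0.83), 3 had an unadjusted p under 0.05, 0 were called over all genes, and 0 passed 0.1 when adjusted over the list alone, where the smallest adjusted p was 0.117. The study picked the list, so neither count is independent evidence. A length correction moved the mean to −0.75. In SOD-CCI against SOD-CT, 10 of the 13 were higher (median 0.31, but 0.12 without SOD-CT replicate 1 and 0.56 without SOD-CT replicate 3), and 1 passed when adjusted over the list alone.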

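In FOD-CCI rats, Scn10a (NCBI gene 29571) had 123 ± 41.2 CPM, in SOD-CCI 295 ± 28.8 CPM, in FOD-CT 181 ± 121 CPM, and in SOD-CT 238 ± 116 CPM. Its log2FC between the CCI groups was −1.27 (SE 0.50, edgeR adjusted p = 0.859, from 0.00503 to 0.999 over all fits), and from −1.46 to −1.07 with single libraries left out.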

Scn10a, which encodes Nav1.8 and is strongly associated with nociceptor excitability, was decreased in FOD-CCI animals (log2FC = −1.26, adjusted *p* < 0.05). Piezo2, a mechanosensitive ion channel involved in touch and mechanical sensitivity, was also reduced in FOD-CCI animals compared with SOD-CCI animals (log2FC = −0.78, adjusted *p* < 0.01). 

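Piezo2 (NCBI gene 307380) had 111 ± 31.1 CPM in FOD-CCI and 237 ± 20.2 CPM in SOD-CCI (log2FC −1.10, SE 0.44, edgeR adjusted p = 0.859; smallest over all fits 0.0114, largest 0.999). The sham groups had 156 ± 92.4 CPM on FOD and 207 ± 102 CPM on SOD.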

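Trpa1 (NCBI gene 312896) had 110 ± 8.46 CPM in SOD-CCI, above the 42.5 ± 17.3 CPM in FOD-CCI, 36.7 ± 18.7 CPM in FOD-CT, and 46.1 ± 30.5 CPM in SOD-CT. The log2FC between FOD-CCI and SOD-CCI was −1.37 (SE 0.53, edgeR adjusted p = 0.859; smallest over all fits 0.014, largest 0.999).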

Trpa1, a nociceptive transient receptor potential channel associated with chemical and oxidative stress sensitivity, was decreased in the FOD-CCI group (log2FC = −1.36, adjusted *p* < 0.05).

Additional pain-associated genes followed a similar directional pattern. Expression of Oprm1, encoding the μ-opioid receptor, was reduced in FOD-CCI animals relative to SOD-CCI animals (log2FC = −2.8, adjusted *p* < 0.01). 

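Oprm1 was the pain gene that did not pass the filter of 10 counts. Its counts lay between 155 and 227 in SOD-CCI and between 6 and 74 in FOD-CCI, or 5.99 ± 1.04 against 0.851 ± 0.495 CPM. In sham rats it had 5.25 ± 3.52 CPM on SOD and 1.60 ± 1.62 CPM on FOD. It passed the filter in 2 of the fits that left out a library, with a log2FC of −2.49 without FOD-CCI replicate 1 and −2.80 without FOD-CT replicate 2, and its edgeR or DESeq2 adjusted p ran from 0.00447 to 0.976 over the 6 fits that tested it.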

Other genes involved in nociceptive signaling, including voltage-gated sodium channels, calcium channels, potassium channels, purinergic receptors, and glutamatergic signaling components, also showed differential expression patterns between diet groups (Figure 4A).

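Among the other pain genes tested, lower ones in FOD-CCI had log2FC of −0.34 for Cacna1h, −0.44 for Trpv2, −0.49 for P2rx3, −0.78 for Trpv1, −0.83 for Scn11a, −0.87 for Kcna1, and −0.89 for Cacna1b. P2ry1 (0.27) and Slc6a13 (0.05) were not lower, though Slc6a13 was at −2.31 without FOD-CCI replicate 4. The lowest edgeR adjusted p among these genes was 0.859.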

To validate selected RNA-seq findings, quantitative RT-PCR was performed for Scn10a, Piezo2, Trpa1, and Oprm1 (Figure 4B). RT-PCR analysis confirmed the directionality of expression changes observed in the RNA-seq dataset, with reduced expression of these pain-associated genes in FOD-CCI animals relative to SOD-CCI animals.

Together, these data show that omega-3 supplementation was associated with reduced expression of multiple genes involved in nociceptive excitability and pain signaling in DRG tissue after CCI.

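Of 16 neuron marker genes, 15 were also lower in FOD-CCI than in SOD-CCI, by a smaller amount (mean log2 difference −0.31). The interaction of diet and injury for the pain set was −0.67, with 12 of 13 lower (limma camera adjusted p = 0.013, fry 0.321), and it was −0.38 without FOD-CCI replicate 1 and −1.01 without FOD-CT replicate 1. The paper states from its sequencing and RT-PCR results that omega-3 was associated with lower expression of multiple genes of nociceptive excitability and pain signaling after CCI.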

### 3.4. Omega-3 Supplementation Increases Antioxidant-Associated Gene and Protein Markers in DRG

Following pathway enrichment showing activation of selenoamino acid metabolism in the FOD-CCI versus SOD-CCI comparison, we next examined individual genes associated with antioxidant defense, selenium metabolism, and lipid peroxide detoxification.

FPKM analysis demonstrated increased expression of several antioxidant- and selenoprotein-related genes in the FOD-CCI group relative to the SOD-CCI group (Figure 5A). 

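The FPKM values were compared between the 4 FOD-CCI and 3 SOD-CCI left DRG by the ratio of group means and an exact two-sided permutation test on the 35 splits of the 7 libraries, which cannot give a p below 0.0286. Across the 26 genes tested in this way, the smallest Benjamini–Hochberg adjusted p was 0.212. The authors scaled FPKM by a library size that is not the total count: for SOD-CT replicate 1 it was 0.628 of the total. In the counts, 8 of the 10 selenium genes were higher in FOD-CCI (median log2FC 0.52), 2 had an unadjusted p under 0.05, and 1 passed 0.1 when adjusted over the list alone, which is not independent evidence; edgeR called 0 over all genes. With means of log2(FPKM + 1) or log2(FPKM + 0.1), Gpx4 was the only one of the 26 genes to change its side of an unadjusted exact p of 0.05, at folds of 2.08 and 2.09, each with the smallest p the test allows.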

Gpx1 showed an average fold increase of 1.41 in FOD-CCI animals compared with SOD-CCI animals, while Gpx4 showed an average fold increase of 1.60. 

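Gpx1 had 207 ± 149 FPKM in FOD-CCI and 86.4 ± 0.134 FPKM in SOD-CCI, a ratio of 2.4 (exact p = 0.171), and 1.55 without FOD-CCI replicate 2. Gpx4 had 784 ± 253 against 366 ± 54.3 FPKM, a ratio of 2.14 (exact p = 0.0571).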

Additional genes involved in selenium-related metabolism and antioxidant pathway regulation also increased, including Sephs2 (fold change = 1.50), Pstk (fold change = 1.72), and Cbs (fold change = 1.66).

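Sephs2 had 20.2 ± 4.76 FPKM in FOD-CCI and 14.2 ± 1.18 FPKM in SOD-CCI (ratio 1.43, exact p = 0.0571), and Pstk 6.24 ± 3.27 against 3.95 ± 1.33 FPKM (1.58, exact p = 0.314). Cbs had 2.95 ± 0.986 against 1.53 ± 1.91 FPKM (1.92, exact p = 0.257), and its ratio was 6.74 without SOD-CCI replicate 1. From means of log2(FPKM + 1) and log2(FPKM + 0.1), its fold was 1.81 and 2.94.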

To validate selected antioxidant-related transcripts, quantitative RT-PCR was performed for Gpx1 and Gpx4. RT-PCR confirmed increased expression of both genes in FOD-CCI animals relative to SOD-CCI controls. Gpx1 increased by 1.60-fold (*p* < 0.01), and Gpx4 increased by 1.45-fold (*p* < 0.05) (Figure 5B).

Because GPX4 is a central antioxidant enzyme involved in reducing lipid hydroperoxides, GPX4 protein levels were further assessed by ELISA in DRG tissue. FOD-CCI animals exhibited increased GPX4 protein levels relative to SOD-CCI animals, with an average fold increase of 1.50 (*p* < 0.05) (Figure 5C).

These transcript- and protein-level data demonstrate that omega-3 supplementation increased antioxidant-associated markers in DRG tissue after CCI, including GPX4 at both mRNA and protein levels.

### 3.5. Omega-3 Supplementation Modulates EIF2AK4-Associated Stress Response and Translational Quality-Control Genes

Because pathway analysis identified enrichment of NMD, ribosomal quality control, and EIF2AK4-associated stress response pathways, we next evaluated genes contributing to these processes in the FOD-CCI versus SOD-CCI comparison.

FPKM fold-change analysis showed increased expression of several ribosomal and translational stress response genes in FOD-CCI animals relative to SOD-CCI animals (Figure 6A). 

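Of the 6 genes in Figure 6A, 5 had a higher edgeR log2FC in FOD-CCI than in SOD-CCI (median 0.44), 1 had an unadjusted p under 0.05, and 1 passed 0.1 when adjusted over the list alone, where the smallest adjusted p was 0.0283. Over all genes, 0 were called. The study chose these genes from the same libraries, so the count over the list is not independent evidence.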

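Mean values in FOD-CCI and SOD-CCI were 500 ± 38.5 and 319 ± 37.4 FPKM for Rpl35 (ratio 1.57), 416 ± 245 and 124 ± 22.7 FPKM for Rpl36a (3.36), and 446 ± 64.9 and 272 ± 17.5 FPKM for Rpl4 (1.64). The exact permutation p was 0.0286, the smallest possible, for Rpl35 and Rpl4, and 0.0571 for Rpl36a. All 3 can share reads with pseudogene copies.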

Rpl35 increased by 1.58-fold, Rpl36a increased by 3.42-fold, and Rpl4 increased by 1.63-fold in FOD-CCI animals compared with SOD-CCI animals. 

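Atf4 had 176 ± 40.4 FPKM in FOD-CCI and 155 ± 11.3 FPKM in SOD-CCI, a ratio of 1.14 (exact p = 0.457), and Ddit3 had 28.2 ± 3.69 and 24 ± 7.19 FPKM, a ratio of 1.18 (exact p = 0.371). Both differences were within the spread between rats.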

Stress response-associated genes also showed increased expression, including Atf4 (fold change = 1.31) and Ddit3 (fold change = 1.33). In contrast, Eif2ak4 showed a relative decrease in FOD-CCI animals compared with SOD-CCI animals (fold change = −1.32).

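Eif2ak4 had 2.73 ± 0.823 FPKM in FOD-CCI and 3.93 ± 0.553 FPKM in SOD-CCI, a ratio of 0.695 (exact p = 0.114).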

A heatmap of additional genes associated with ribosomal function, protein synthesis, and quality-control pathways showed coordinated expression differences between FOD-CCI and SOD-CCI groups (Figure 6B). 

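All 28 genes of the heatmap and its legend passed the filter and were higher in FOD-CCI than in SOD-CCI, with edgeR log2FC between 0.41 and 1.87 (median 0.98). An unadjusted p under 0.05 was found for 24, and 27 passed 0.1 when adjusted over the list alone (smallest 0.0216), which is not independent evidence for genes the study chose from these libraries. Over all genes, 0 were called. All 28 were lower after injury on SOD (median −1.22) and, in sham rats, all were lower on FOD than on SOD (median −0.51). Both leaned on SOD-CT replicate 1, the library with muscle transcripts: without it, the medians were −0.76 and −0.07, and 14 of the 28 were lower on FOD in sham rats.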

Genes represented in this cluster included Rplp0, Rps20, Rpl37a, Rpl31, Rps3, Rps10, Rpl4, Rps7, Rps21, Rpl22l1, Rps14, Rps24, Rps16, Rpl28, Rps27a, Rpl35, Psmb4, Rpl9, Rps17, Rpsa, Rps27, Rpl26, Rpl11, Rpl23, and Rpl39.

These data indicate that omega-3 supplementation was associated with altered expression of genes involved in translational regulation, ribosomal quality control, and cellular stress response pathways in DRG tissue after CCI.

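In the set test, the 80 ribosomal protein genes kept a positive mean difference with each single library left out, from 0.62 to 0.89. From the expression of these ribosomal and stress-response genes, the paper concludes that omega-3 went with altered expression of genes of translational regulation, ribosomal quality control, and cellular stress response in DRG after CCI.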

### 3.6. Human Serum Metabolomic Re-Analysis Identifies Omega-3-Associated Enrichment of Selenoamino Acid and Redox-Related Pathways

To assess whether pathways identified in the rat CCI and SCI models were also represented in human diabetic neuropathy-related datasets, previously generated serum metabolomic data from omega-3-supplemented participants with type 2 diabetes were re-analyzed using IPA software. This analysis was used to identify canonical pathways and predicted upstream regulators associated with omega-3 supplementation in the human cohort.

IPA analysis of serum metabolomic changes following omega-3 supplementation identified several enriched canonical pathways (Figure 7A). Activated pathways included arginine biosynthesis IV (z-score = 4.7; −log(*p* value) = 4.72), sulfur amino acid metabolism (z-score = 4.2; −log(*p* value) = 4.15), and selenoamino acid metabolism (z-score = 3.8; −log(*p* value) = 3.67). Inhibited pathways included nucleotide salvage (z-score = −3.5; −log(*p* value) = 3.45) and RNA charging (z-score = −3.0; −log(*p* value) = 3.12). The enrichment of selenoamino acid metabolism in the human serum dataset overlapped with pathway findings from the rat CCI DRG transcriptomic analysis and the rat SCI metabolomic re-analysis.

Disease and function annotation analyses further identified predicted reductions in several cell death-associated pathways following omega-3 supplementation. In the human serum metabolomic dataset, predicted annotations included reduced cell death of tumor cell lines (*p* = 0.00245; activation z-score = −2.459; 12 molecules), reduced ferroptosis-associated pathway activity (*p* = 0.00251; activation z-score = −1.957; 4 molecules), reduced necrosis (*p* = 0.014; activation z-score = −1.839; 15 molecules), reduced cell death of immune cells (*p* = 0.00647; activation z-score = −1.638; 7 molecules), and reduced apoptosis of tumor cell lines (*p* = 0.0311; activation z-score = −1.564; 8 molecules). In contrast, annotations related to cell viability were predicted to increase, including cell viability of tumor cell lines (*p* = 0.00154; activation z-score = 1.644; 9 molecules) and cell viability (*p* = 0.00264; activation z-score = 1.993; 11 molecules). These disease/function annotation outputs are provided in Supplementary Table S5.

These disease/function annotations were derived from IPA-based computational predictions and therefore represent pathway-level associations rather than direct measurements of cell death. Accordingly, the ferroptosis annotation was interpreted as a predicted reduction in ferroptosis-associated pathway activity.

Upstream regulator analysis identified FDX1 as a predicted upstream regulator associated with the metabolomic changes observed after omega-3 supplementation (z-score = 2.42; *p* = 4.13 × 10^−5^) (Figure 7B). FDX1 was retained as a computationally predicted regulatory node for pathway-level interpretation and was not used as direct evidence of functional causality.

Together, these findings show that omega-3 supplementation in the human diabetic cohort was associated with enrichment of amino acid metabolism, selenoamino acid metabolism, and redox-related pathways, along with predicted reductions in ferroptosis-associated pathway activity. These human serum findings overlap with pathway patterns observed in the rat CCI and SCI analyses. The human IPA and FDX1 upstream regulator results are shown in Figure 7A,B, and the corresponding IPA disease/function annotation outputs are provided in Supplementary Table S5.

### 3.7. BioPAN Lipidomic Analysis Reveals Omega-3-Associated Remodeling of Human Serum Lipid Pathways

To further evaluate lipid remodeling after omega-3 supplementation, human serum lipidomic data were re-analyzed using BioPAN. This analysis focused on lipid class and lipid species pathway transitions involving monoacylglycerol (MG), diacylglycerol (DG), phosphatidylcholine (PC), and phosphatidylethanolamine (PE) lipid pathways.

At the lipid class level, BioPAN identified activation of the MG-to-DG transition following omega-3 supplementation (z-score = 3.521; predicted enzyme MGAT), together with activation of the downstream DG-to-PC transition (z-score = 2.215). These class-level transitions, together with the corresponding suppressed transitions described below, are summarized in the BioPAN pathway network (Figure 8A), which provides an integrated overview of the detailed activated and suppressed transitions reported in Figure 8B and Figure 8C, respectively.

Resolving these changes to the level of individual lipid species, BioPAN identified the specific molecular transitions driving the activated pathways (Figure 8B). The most strongly activated species-level transitions were DG(38:6)-to-PC(38:6) (z-score = 6.039; CHPT1), DG(40:6)-to-PC(40:6) (z-score = 5.987; CHPT1), PE(40:5)-to-PC(40:5) (z-score = 4.789; PEMT), PE(36:2)-to-PC(36:2) (z-score = 4.718; PEMT), and DG(36:6)-to-PC(36:6) (z-score = 4.577; CHPT1). Additional activated PE-to-PC transitions included PE(40:4)-to-PC(40:4), PE(34:1)-to-PC(34:1), PE(38:3)-to-PC(38:3), PE(38:6)-to-PC(38:6), PE(40:6)-to-PC(40:6), PE(36:1)-to-PC(36:1), and PE(38:4)-to-PC(38:4), and activated MG-to-DG species transitions included MG(16:0)-to-DG(38:6), MG(18:1)-to-DG(40:7), and MG(18:2)-to-DG(40:8). The predominance of PE-to-PC and DG-to-PC transitions among the most strongly activated species indicates that omega-3 supplementation preferentially routed polyunsaturated acyl chains toward PC.

BioPAN also identified suppressed lipid pathway transitions following omega-3 supplementation. At the lipid class level, the DG-to-MG pathway was predicted to be reduced (z-score = −2.104), with PNPLA2 and PNPLA3 identified as predicted enzymes (Figure 8C). At the species level, suppressed transitions included DG(40:8)-to-PC(40:8) (z-score = −6.148; predicted enzyme CHPT1), PE(36:0)-to-PC(36:0) (z-score = −4.888; predicted enzyme PEMT), DG(34:0)-to-MG(18:0) (z-score = −4.384; predicted enzymes PNPLA2 and PNPLA3), and DG(40:5)-to-PE(40:5) (z-score = −4.126; predicted enzyme CEPT1) (Figure 8C). Additional suppressed species-level transitions included DG(32:1)-to-MG(16:0), DG(34:4)-to-PC(34:4), MG(16:1)-to-DG(38:3), and DG(38:7)-to-PC(38:7).

Together, these data show that omega-3 supplementation was associated with coordinated remodeling of human serum lipid pathways involving MG, DG, PC, and PE lipid classes. The presence of both activated and suppressed lipid species transitions indicates that omega-3 supplementation did not uniformly increase or decrease lipid remodeling, but instead altered specific lipid class and species-level pathways.

### 3.8. Rat DRG Glutamate and Lipid Metabolism Gene Patterns Align with Human Metabolomic and Lipidomic Pathway Changes

To determine whether human serum pathway-level findings aligned with tissue-level gene-expression changes in the CCI model, rat DRG RNA-seq data were examined for genes involved in glutamate handling and lipid metabolism. These analyses focused on the FOD-CCI versus SOD-CCI comparison and were used to evaluate whether omega-3 supplementation altered pathways related to excitatory neurotransmitter metabolism and lipid remodeling in injured DRG tissue.

Glutamate-handling transcripts showed diet-associated differences in FOD-CCI animals relative to SOD-CCI animals (Figure 9A). 

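Of 9 glutamate genes in the counts, 4 were higher in FOD-CCI than in SOD-CCI (median edgeR log2FC −0.10, and 0.01 without FOD-CCI replicate 2), with 0 called, 0 at an unadjusted p under 0.05, and 0 passing 0.1 when adjusted over the list alone (smallest 0.427).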

Glul, which encodes glutamine synthetase and participates in glutamate-to-glutamine conversion, was increased in FOD-CCI animals relative to SOD-CCI animals. 

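Glul had 213 ± 140 FPKM in FOD-CCI and 115 ± 8.26 FPKM in SOD-CCI (ratio 1.86, exact p = 0.229). FOD-CCI replicate 1, which carried spinal cord glia transcripts, had 419 FPKM, and the ratio was 1.26 without it.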

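A single library also set the ratio of the glutamate transporter gene Slc1a3. FOD-CCI had 13.5 ± 14.1 FPKM and SOD-CCI 5.91 ± 0.567 FPKM (ratio 2.28, exact p = 0.686). FOD-CCI replicate 1 had 34.4 FPKM, and without it the ratio was 1.1.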

Slc1a3, which encodes the excitatory amino acid transporter EAAT1 and contributes to glutamate uptake, was also increased in the FOD-CCI group. In contrast, Gls, which encodes glutaminase and contributes to glutamate production, was reduced in FOD-CCI animals relative to SOD-CCI animals. 

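Slc17a7 had 74.2 ± 27 FPKM in FOD-CCI and 103 ± 9.19 FPKM in SOD-CCI, a ratio of 0.721 (exact p = 0.171).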

Slc17a7, which encodes the vesicular glutamate transporter VGLUT1, was also reduced in the FOD-CCI group. 

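Glud1 had 128 ± 78.4 FPKM in FOD-CCI and 91.8 ± 7.55 FPKM in SOD-CCI (ratio 1.4, exact p = 0.857), and its direction turned without FOD-CCI replicate 1 (0.972). Creb1 had 6.19 ± 2.29 against 7.91 ± 2.78 FPKM (0.783, exact p = 0.371), and Cs 93.6 ± 19.2 against 107 ± 8.49 FPKM (0.876, exact p = 0.4).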

Glud1 showed an upward trend in FOD-CCI animals, while Creb1 and Cs showed relative reductions compared with SOD-CCI animals. Fdx1 was increased in FOD-CCI animals relative to SOD-CCI animals, consistent with its identification as a predicted upstream regulator in the human serum metabolomic analysis.

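Fdx1 had 20.9 ± 1.07 FPKM in FOD-CCI and 13.9 ± 5.21 FPKM in SOD-CCI, a ratio of 1.5 (exact p = 0.0571).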

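Of the 8 lipid genes in the study's figure, 7 could be found by gene ID among the counts, all but Pnpla2. In edgeR, 1 of the 7 was higher in FOD-CCI than in SOD-CCI (median log2FC −0.16, and −0.27 without FOD-CCI replicate 4), with 0 called, 0 at an unadjusted p under 0.05, and 0 passing 0.1 when adjusted over the list alone (smallest 0.58).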

A distinct set of lipid-metabolism transcripts also differed between the FOD-CCI and SOD-CCI groups (Figure 9B). 

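For Lipe, the mean was 4.19 ± 0.603 FPKM in FOD-CCI and 4.41 ± 0.655 FPKM in SOD-CCI, a ratio of 0.95 (exact p = 0.657) and a difference within the spread between rats.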

Lipe, which is involved in lipid mobilization, was increased in FOD-CCI animals relative to SOD-CCI animals. Pnpla2, which contributes to triglyceride hydrolysis, was also increased in the FOD-CCI group. Mgll, which participates in MG metabolism, remained relatively stable across groups. 

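Mgll had 55.1 ± 6.73 FPKM in FOD-CCI and 76.3 ± 26.1 FPKM in SOD-CCI (ratio 0.723, exact p = 0.2). Left over contralateral DRG within 3 rats per diet, the ratio (geometric mean) was 1.1 on SOD (exact p over sign changes = 1) and 0.747 on FOD (exact p = 0.5), and against sham surgery it was 0.919 on SOD and 0.76 on FOD (exact p of 0.2 or more).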

Transcripts involved in phospholipid synthesis and remodeling, including Cept1, Chpt1, and Pcyt1a, were increased in FOD-CCI animals relative to SOD-CCI animals. 

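Cept1 had 32.1 ± 4.23 FPKM in FOD-CCI and 35.9 ± 2.62 FPKM in SOD-CCI (ratio 0.894, exact p = 0.229), and Pcyt1a 23.3 ± 8.09 against 26.6 ± 2.86 FPKM (0.875, exact p = 0.571). Chpt1 had 13.5 ± 10.6 against 7.57 ± 0.869 FPKM (1.78, exact p = 0.6), a ratio that was 1.09 without FOD-CCI replicate 1.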

Pcyt1b was reduced in FOD-CCI animals, while Gpat4, which participates in glycerolipid and phospholipid biosynthesis, was increased in CCI groups relative to contralateral controls.

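Pcyt1b had 9.22 ± 2.28 FPKM in FOD-CCI and 12 ± 2.69 FPKM in SOD-CCI (ratio 0.765, exact p = 0.2). Gpat4 had 34.7 ± 4.61 FPKM in the left DRG of SOD-CCI rats and 25 ± 3.35 FPKM in the contralateral DRG, a geometric mean ratio within rats of 1.39 (3 of 3 rats higher on the left, exact p over sign changes = 0.25, the smallest possible with 3 rats). On FOD it had 31.3 ± 0.954 against 28.8 ± 3.69 FPKM, and the ratio within 3 rats was 1.1 (2 of 3 higher, exact p = 0.5). Against sham surgery, the ratios were 1.26 on SOD and 1.1 on FOD (exact p = 0.0857 each).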

Disease/function annotation analysis of the rat spinal cord metabolomic dataset further identified pathway-level changes in cell death- and survival-associated categories following omega-3 supplementation. In the FOD-SCI versus SOD-SCI comparison, IPA predicted reduced activity in several cell death-associated annotations, including central nervous system cell death, cerebral cortex cell death, neuronal cell death, and ferroptosis-associated pathway activity. IPA also predicted increased activity in selected cell viability and survival-associated annotations. These rat spinal cord metabolomic disease/function outputs are provided in Supplementary Table S6.

Together, these DRG gene-expression and spinal cord metabolomic data show that omega-3 supplementation was associated with changes in glutamate-handling, lipid-metabolism, and cell stress-associated pathways across injury models. The DRG glutamate and lipid gene-expression patterns shown in Figure 9A,B correspond to pathway categories identified in the human serum metabolomic and lipidomic analyses, including amino acid/redox metabolism and MG, DG, PC, and PE lipid pathway remodeling.

## 4. Discussion

The present study supports the concept that ferroptotic stress, rather than necessarily overt ferroptotic cell death, may represent a convergent biological feature [27,28] across multiple NP contexts, including CCI, SCI, and pDN. Using behavioral, transcriptomic, metabolomic, and lipidomic analyses, we found that omega-3 PUFA supplementation was associated with reduced NP-related behaviors in the CCI model and coordinated modulation of pathways linked to redox regulation, selenoamino acid metabolism, lipid remodeling, glutamate handling, and cellular stress responses. We interpret these data as evidence of pathway-level ferroptotic stress and antioxidant adaptation, not as direct demonstration of ferroptotic cell death. This distinction is critical because NP may arise from persistent neuronal dysfunction driven by lipid peroxidation burden, mitochondrial stress, altered membrane composition, and impaired antioxidant buffering before irreversible cell death occurs.

The behavioral findings provide the functional foundation for this mechanistic analysis. In the CCI model, animals receiving the FOD showed attenuation of thermal hypersensitivity and improvement in multiple CatWalk gait parameters compared with SOD-fed injured animals (Figure 1). These behavioral outcomes were observed across sensory and locomotor domains, indicating that omega-3 supplementation affected both pain-related sensitivity and functional recovery after peripheral nerve injury. The absence of comparable behavioral changes in sham animals supports the interpretation that the observed effects were most evident under injury-induced neuropathic stress rather than reflecting nonspecific changes in baseline locomotion.

Transcriptomic profiling of DRG tissue provided the first molecular layer connecting omega-3 supplementation to injury-associated pathway modulation. SOD-fed CCI animals showed a broader injury-induced transcriptional response, including inflammatory and injury-responsive gene expression changes, whereas omega-3-treated CCI animals showed a more restricted transcriptomic shift. Pathway analysis identified reduced representation of mitochondrial dysfunction and enrichment of selenoamino acid metabolism, NMD, and ribosomal quality-control pathways in the omega-3 group (Figure 2). This pattern is important because mitochondrial dysfunction, impaired protein quality control, and oxidative stress can increase cellular susceptibility to lipid peroxide accumulation [27,29]. Rather than indicating a single isolated mechanism, the DRG transcriptomic data suggest that omega-3 supplementation shifts the injured sensory ganglion toward a state with greater antioxidant and stress-adaptive capacity.

The most consistent mechanistic signal across datasets was the activation of selenoamino acid metabolism. In the DRG, omega-3 supplementation increased the expression of antioxidant and selenium-associated genes, including Gpx1, Gpx4, Sephs2, Pstk, and Cbs. RT-PCR confirmed increased Gpx1 and Gpx4 expression, and ELISA confirmed increased GPX4 protein levels in DRG tissue (Figure 5). This is central to the ferroptotic stress model because GPX4 is a major enzymatic defense against lipid hydroperoxide accumulation [27,28,30]. However, increased GPX4 should not be interpreted as proof that ferroptotic cell death occurred or was blocked. Instead, it indicates enhanced antioxidant capacity within a pathway biologically positioned to buffer lipid peroxidation and ferroptosis-associated stress [31]. An alternative interpretation is that GPX4 induction reflects a generic antioxidant response rather than a specifically ferroptosis-relevant adaptation, since GPX4 levels rise in many oxidative stress contexts. We consider the broader pathway pattern observed here—coordinated activation of selenoamino acid metabolism, induction of Sephs2, Pstk, and Cbs, and reduced mitochondrial dysfunction signature—to collectively distinguish the omega-3 response from a generic antioxidant induction and to point specifically toward a selenium-dependent ferroptotic-stress defense program.

This distinction between ferroptotic stress and ferroptotic cell death is essential for interpreting NP biology. In chronic pain states, sensory neurons and spinal cord circuits may remain viable but functionally altered by persistent oxidative and lipid metabolic stress. Sublethal ferroptotic stress could contribute to pain by altering membrane excitability, mitochondrial function, lipid signaling, and neuron–glia communication without producing immediate cell loss [9,10]. Therefore, the relevance of ferroptosis biology in this manuscript is not limited to cell death [32,33,34]. This conceptualization builds directly on the framework developed by Maher and colleagues, who proposed ferroptosis-related stress as a unifying biological state in which the upstream lipid-peroxidation, iron-handling, and selenium-dependent antioxidant programs that culminate in ferroptotic death are themselves drivers of cellular dysfunction in non-lethal contexts [35]. This concept has recently been extended to the central and peripheral nervous systems, with ferroptosis-related stress signatures demonstrated in Niemann–Pick disease type C, a lysosomal-storage disease with prominent CNS pathology [33], and in Charcot–Marie–Tooth disease type 1A, the most common inherited peripheral neuropathy [34]. The present findings extend this concept from inherited neurodegenerative disease to acquired NP, supporting ferroptotic stress as a shared biological state across CNS and PNS injury and disease contexts [14,16]. Rather, the data support a model in which neuropathic injury and metabolic disease increase ferroptosis-associated stress burden, while omega-3 supplementation enhances protective systems that reduce this burden.

The enrichment of EIF2AK4-associated stress response, NMD, and ribosomal quality-control pathways adds another layer to the protective profile observed in omega-3-treated animals. Neuropathic injury imposes substantial stress on sensory neurons, including mitochondrial dysfunction, oxidative stress, altered translation, and protein misfolding [35,36]. Increased expression of ribosomal and translational quality-control genes in the FOD-CCI group indicates that omega-3 supplementation was associated with changes in pathways involved in maintaining protein homeostasis during injury (Figure 6). These findings integrate with the selenoamino acid and GPX4 data by suggesting that omega-3 supplementation acts through a broader stress-adaptive program involving redox control, protein quality control, and metabolic remodeling. Mechanistically, the EIF2AK4/ATF4 axis is not parallel to but converges with ferroptosis biology: ATF4 transcriptionally regulates components of system xc^−^ (Slc7a11) and other glutathione-pathway genes that modulate ferroptotic susceptibility [35,36]. The coordinated enrichment of integrated stress response and selenoamino acid pathways observed here is therefore consistent with a single, integrated redox–protein–quality-control program, rather than two unrelated signatures.

Omega-3 supplementation also altered genes associated with nociceptive signaling in the DRG. Reduced expression of Scn10a, Piezo2, Trpa1, and Oprm1 [37,38,39] was observed in omega-3-treated CCI animals relative to control CCI animals and confirmed for selected targets by RT-PCR (Figure 4). These genes are involved in nociceptor excitability, mechanical sensitivity, oxidative stress sensing, and opioid receptor signaling. In the context of the behavioral data, reduced expression of these pain-associated genes provides a molecular correlate of decreased thermal hypersensitivity and improved gait outcomes. Of these targets, Oprm1 warrants interpretive caution: reduced μ-opioid receptor expression could reflect compensatory down-regulation in response to reduced ongoing nociceptive drive in the omega-3 group, a finding consistent with the behavioral data, or alternatively could signal a reduction in endogenous analgesic capacity, which would not be desirable. The Scn10a, Piezo2, and Trpa1 reductions are more straightforwardly aligned with reduced nociceptive excitability; functional electrophysiological validation will be necessary to confirm that transcript-level changes translate to altered channel function. More broadly, these changes may reflect downstream consequences of altered redox and lipid stress signaling, although the direction of causation between selenium-dependent antioxidant induction, lipid remodeling, and pain-gene expression remains to be tested directly.

Glutamate regulation emerged as another point of convergence in the rat DRG dataset. Omega-3 supplementation was associated with increased expression of Glul and Slc1a3 and reduced expression of Gls and Slc17a7 in FOD-CCI animals relative to SOD-CCI animals (Figure 9A). This pattern indicates altered expression of genes involved in glutamate uptake, glutamine cycling, and excitatory neurotransmitter handling after injury. Because glutamate dysregulation contributes to neuronal hyperexcitability and sensitization [7], these findings provide a complementary molecular link between omega-3 supplementation and reduced NP-associated behavioral changes. These glutamate-related changes also fit within the broader redox model, as mitochondrial dysfunction and oxidative stress can disrupt glutamate metabolism, while excessive glutamate signaling can further amplify oxidative stress [27].

The human re-analysis strengthens the translational relevance of the preclinical findings. In serum from omega-3-supplemented participants with type 2 diabetes, pathway analysis identified activation of arginine biosynthesis, sulfur amino acid metabolism, and selenoamino acid metabolism. The recurrence of selenoamino acid metabolism in both rat and human datasets is one of the strongest cross-model observations in the study. Human metabolomic analysis also predicted reduced ferroptosis-associated pathway activity and identified FDX1 as a predicted upstream regulator (Figure 7). Because FDX1 was identified computationally and was not experimentally manipulated, it should be viewed as a candidate regulatory node rather than a validated mediator. Notably, FDX1 sits at the intersection of mitochondrial iron-sulfur biology, protein lipoylation, and Cu/Fe redox cycling, and is now more strongly associated with cuproptosis than with ferroptosis per se. We therefore interpret its appearance as a marker of broader mitochondrial-redox dysregulation that is responsive to omega-3 supplementation, rather than as evidence of ferroptosis-specific regulation. Its appearance in the human pathway analysis, together with increased Fdx1 expression in rat DRG, nonetheless provides a rationale for future mechanistic studies testing whether FDX1 links omega-3 supplementation to mitochondrial redox regulation and selenium-dependent antioxidant responses [40,41].

The lipidomic findings provide a key link between omega-3 supplementation and ferroptotic stress vulnerability. Ferroptotic stress is driven by accumulation of lipid peroxides within susceptible membrane phospholipids [27,42]. In the human serum lipidomics re-analysis, BioPAN identified coordinated remodeling of MG, DG, PC, and PE lipid pathways after omega-3 supplementation, including increased activity of DG-to-PC and PE-to-PC biosynthetic routes (Figure 8). Species-level BioPAN analysis identified multiple activated PE-to-PC transitions enzymatically attributed to PEMT, including PE(40:5)-to-PC(40:5), PE(36:2)-to-PC(36:2), and additional PUFA-containing PE species, alongside activated DG-to-PC transitions attributed to CHPT1. This pattern offers a candidate mechanistic resolution to the apparent paradox of how a PUFA-class intervention reduces, rather than amplifies, ferroptotic stress. PE species, particularly those esterified to arachidonic and adrenic acid (PE-AA and PE-AdA), are the canonical substrates of ferroptotic lipid peroxidation [43], whereas the equivalent PUFA-containing species esterified into PC are markedly less susceptible to peroxidation-driven membrane damage. The omega-3-associated activation of PE-to-PC conversion observed here would therefore be expected to redistribute long-chain PUFAs from a peroxidation-prone PE pool into a comparatively peroxidation-resistant PC pool, while the parallel activation of DG-to-PC biosynthesis (CHPT1) and reduction in DG-to-PE channeling reinforce this directional shift at the glycerolipid precursor level [43]. In this model, dietary omega-3 PUFAs are not simply added to the membrane phospholipid pool; rather, they are accompanied by remodeling enzymes that preferentially route them into membrane compartments less vulnerable to ferroptotic peroxidation. This biochemical logic provides a plausible explanation for how a PUFA-class intervention can reduce, rather than amplify, ferroptotic stress, and it nominates PEMT- and CHPT1-mediated phospholipid remodeling as specific points of convergence between omega-3 supplementation and ferroptosis biology. These lipid pathway changes indicate that omega-3 supplementation altered lipid class transitions and phospholipid remodeling, rather than simply increasing omega-3 fatty acid abundance [43]. In rat DRG, expression changes in lipid metabolism genes, including Cept1, Chpt1, Pcyt1a, Lipe, and Pnpla2, aligned with the human lipidomic pathway findings (Figure 9B). Together, these data support a model in which omega-3 supplementation modifies the lipid environment in a way that may reduce vulnerability to oxidative lipid stress. Direct measurement of oxidized phospholipid species in DRG or spinal cord tissue will be needed to confirm this mechanism.

Across the three models examined, CCI, SCI, and pDN, the shared signal was not a single gene, metabolite, or pathway, but a recurring biological pattern: omega-3 supplementation was associated with enhanced antioxidant capacity, modulation of selenium-dependent metabolism, altered lipid remodeling, and reduced pathway-level signatures consistent with ferroptosis-associated oxidative stress. CCI represents peripheral nerve injury, SCI represents central neurotrauma, and pDN represents metabolic neuropathy. Despite these distinct initiating insults, all three conditions involve oxidative stress, mitochondrial dysfunction, lipid dysregulation, and neuronal stress [7,28]. Our integrated analysis suggests that ferroptotic stress may represent one shared downstream vulnerability across NP states. Because the CCI dataset is transcriptomic and the SCI and human datasets are metabolomic, the models cannot be compared at the level of individual genes or metabolites; the comparison is therefore made at the level of pathway annotations, as summarized across the three models in Figure 3.

Several limitations should be acknowledged. First, this study does not directly demonstrate ferroptotic cell death. The data support pathway-level ferroptotic stress, but direct assays of lipid peroxidation, iron handling, oxidized phospholipid species, mitochondrial morphology, and rescue with ferroptosis-pathway modulators would be required to establish causality. Second, the DRG RNA-seq sample size was modest, and the adjusted *p*-value threshold of ≤0.1 was used to identify pathway-level signals for validation rather than definitive gene-level discovery. Key findings were supported by RT-PCR and ELISA, but additional validation in larger cohorts is warranted. Third, gene-expression changes in glutamate-handling and lipid-metabolism pathways require validation at the protein and cell-specific levels using approaches such as immunohistochemistry, spatial transcriptomics, or single-cell RNA sequencing. Fourth, the human analysis was a secondary analysis of a previously published single-arm intervention, limiting causal interpretation and generalizability. Fifth, FDX1 was identified as a predicted regulator and should be treated as a hypothesis-generating finding until functional studies test its role directly. Additional limitations include the use of only female rats, selected in part to maintain consistency with the SCI datasets re-analyzed here. Because NP mechanisms exhibit well-documented sex differences, the findings should be confirmed in male animals before generalization across sexes. Finally, because omega-3 PUFAs were delivered orally, we cannot distinguish effects mediated directly by parent fatty acids from those mediated by host-derived lipid mediators or microbiome-associated metabolism. However, this does not diminish the biological relevance of the findings, since microbiome interaction is an inherent component of dietary omega-3 supplementation, and the recurrence of redox, selenoamino acid, and lipid-remodeling pathway signatures across rat injury models and human diabetic datasets supports convergence on a shared downstream host-response program. Future studies incorporating microbiome profiling or targeted metabolite analysis could help define the relative contribution of microbiome-derived versus host-derived mediators.

Future studies should prioritize direct testing of the ferroptotic stress hypothesis across NP models. This includes quantifying oxidized PE and PC species, measuring 4-HNE or MDA, assessing iron-handling proteins, and determining whether ferroptosis-pathway modulators alter pain behaviors in CCI, SCI, and diabetic neuropathy models. Cell-specific studies are also needed to determine whether ferroptotic stress occurs primarily in sensory neurons, spinal neurons, Schwann cells, or infiltrating immune cells. Finally, prospective human studies with placebo-controlled omega-3 supplementation, paired pain phenotyping, and targeted lipid peroxidation biomarkers will be necessary to determine whether ferroptosis-associated oxidative stress predicts treatment response in pDN. Candidate response biomarkers for such trials include serum-oxidized PE and PC species, F2-isoprostanes, plasma selenium and selenoprotein P, and circulating GPX4 activity, any of which could enable biomarker-guided stratification of patients most likely to benefit from omega-3 intervention.

## 5. Conclusions

This study supports a model in which omega-3 supplementation attenuates NP-associated behavioral changes and modulates convergent redox and lipid metabolic pathways across the CCI, SCI, and pDN datasets. Across these models, omega-3 supplementation was associated with activation of selenoamino acid metabolism, increased GPX1/GPX4 expression, altered glutamate-handling pathways, and lipid remodeling consistent with reduced susceptibility to lipid peroxidation.

The central implication is not that ferroptotic cell death was directly demonstrated, but that ferroptotic stress may represent a shared downstream mechanism in NP. This framing better reflects the biology of chronic pain, where persistent redox imbalance and lipid-peroxidation stress may alter neuronal function before overt cell death occurs.

These findings position selenium-dependent antioxidant metabolism, GPX4-associated lipid peroxide defense, and phospholipid remodeling as candidate pathways through which omega-3 fatty acids may reduce NP vulnerability. Future mechanistic studies directly measuring lipid peroxidation, iron-dependent oxidative injury, and ferroptosis-pathway rescue will be essential to determine whether ferroptotic stress is a causal driver of NP progression and a therapeutic target across traumatic and metabolic NP conditions. From a translational perspective, omega-3 PUFAs are inexpensive, widely available, and generally well tolerated, making them a practical candidate adjunct for NP, which remains difficult to treat across both peripheral and central etiologies. In our human cohort, omega-3 supplementation was associated with significant improvement in SF-MPQ pain scores in patients with pDN. Together with the convergent preclinical mechanisms identified here, these findings support the rationale for adequately powered, placebo-controlled trials in defined NP populations. The mechanistic framework proposed in this study also identifies candidate response biomarkers, including plasma selenium and selenoprotein P, oxidized PE and PC species, and F2-isoprostanes, that may help guide patient stratification in future studies. However, the present findings remain mechanistic and hypothesis-generating, and definitive evidence of clinical efficacy will require randomized controlled trials.

## Figures and Tables

**Figure 1:**
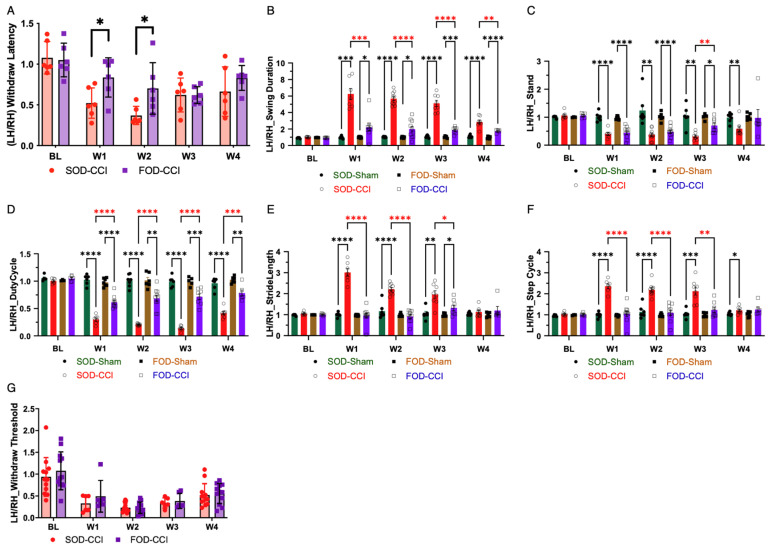
Omega-3 supplementation attenuates NP-related behavioral deficits after CCI. Behavioral outcomes were assessed in rats fed either a SOD or FOD before CCI or sham surgery. Measurements were collected at baseline and weeks 1–4 post-CCI and are presented as normalized injured-to-contralateral hind paw ratios. (**A**) Hargreaves withdrawal latency ratio assessing thermal hypersensitivity. FOD-CCI animals maintained higher withdrawal latency ratios than SOD-CCI animals at early post-injury time points. (**B**–**F**) CatWalk gait parameters assessing locomotor asymmetry and pain-related functional impairment: (**B**) swing duration ratio, (**C**) stand time ratio, (**D**) duty cycle ratio, (**E**) stride length ratio, and (**F**) step cycle ratio. (**G**) Mechanical allodynia was assessed with an electronic von Frey aesthesiometer in CCI rats fed a SOD-CCI or an FOD-CCI. Data show mean ± SEM normalized left/right hind paw withdrawal thresholds at baseline (BL) and weeks 1–4 (W1–W4) post-CCI, with individual values for each animal (SOD-CCI, red circles; FOD-CCI, purple squares; *n* = 12 at BL, W2, and W4; *n* = 6 at W1 and W3). Omega-3 supplementation did not significantly alter mechanical withdrawal thresholds at any post-surgical time point (*p* > 0.05 at all time points), indicating that the behavioral effect of omega-3 supplementation in this model is modality-specific. Data are shown as mean ± SEM; *n* = 6–8 rats per group for the Hargreaves and CatWalk analyses. Behavioral data were analyzed using a two-way mixed-effects ANOVA with Bonferroni post hoc testing. Statistical significance is indicated in each panel by color-coded asterisks: red asterisks denote the SOD-CCI versus FOD-CCI comparison (the primary omega-3 treatment effect), and black asterisks denote all other pairwise comparisons. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001.

**Figure 2:**
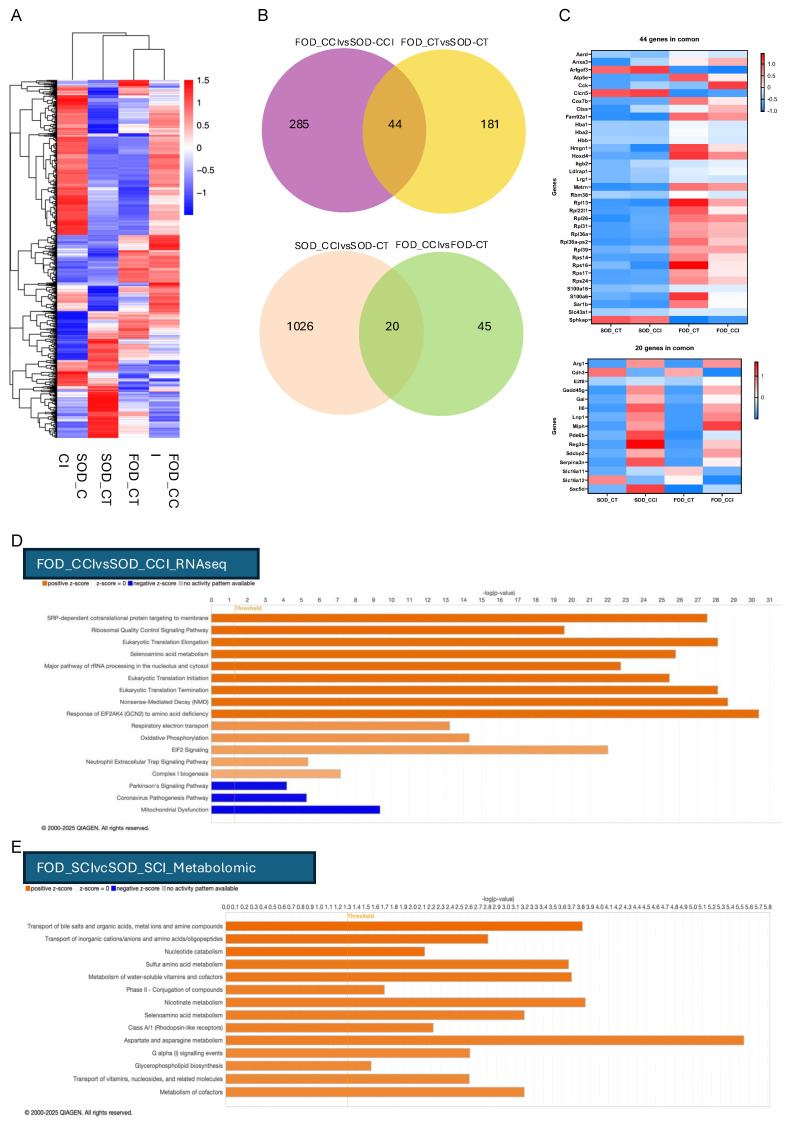
DRG transcriptomic and spinal cord metabolomic analyses identify omega-3-associated modulation of injury-response, mitochondrial, and selenoamino acid pathways. Dorsal root ganglia (DRG) were collected 7 days after CCI from SOD-CT, SOD-CCI, FOD-CT, and FOD-CCI animals and analyzed by RNA sequencing. (**A**) Global heatmap of differentially expressed genes across experimental groups. (**B**) Venn diagram summarizing differentially expressed gene overlaps across pairwise comparisons. SOD-CCI versus SOD-CT showed 1026 unique DEGs, whereas FOD-CCI versus FOD-CT showed 45 unique DEGs, with 20 shared genes. FOD-CCI versus SOD-CCI identified 285 unique DEGs, and FOD-CT versus SOD-CT identified 181 unique DEGs, with 44 shared genes. (**C**) Targeted heatmap of shared differentially expressed genes across comparisons. (**D**) IPA of FOD-CCI versus SOD-CCI DRG RNA-seq data showing enriched canonical pathways, including selenoamino acid metabolism, NMD, ribosomal quality control, and reduced mitochondrial dysfunction pathway activity. (**E**) IPA analysis of spinal cord metabolomic data from FOD-SCI versus SOD-SCI animals showing pathway-level changes, including enrichment of selenoamino acid metabolism and amino acid transport/metabolism pathways. Pathway activation is based on IPA z-score predictions.

**Figure 3:**
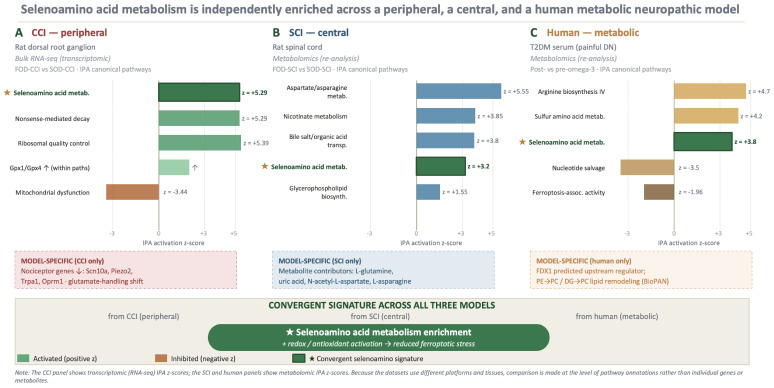
Cross-model convergence of omega-3-responsive pathways identifies selenoamino acid metabolism as a shared signature across peripheral, central, and human metabolic neuropathic models. IPA activation z-scores for omega-3-associated canonical pathways are shown side by side for three independent datasets: (**A**) rat DRG bulk RNA-sequencing data from the FOD-CCI versus SOD-CCI comparison (peripheral nerve injury); (**B**) rat spinal cord metabolomic data from the FOD-SCI versus SOD-SCI comparison (central nervous system injury); and (**C**) human serum metabolomic data from omega-3-supplemented participants with type 2 diabetes (metabolic neuropathy). In each panel, horizontal bars extend rightward for pathways with positive activation z-scores (predicted activation) and leftward for negative z-scores (predicted inhibition), with values shown adjacent to each bar. Bar color denotes the model (coral, CCI; blue, SCI; amber, human), and selenoamino acid metabolism is shown in green and marked with a star (★) in all three panels to highlight the signature shared across models. Color shading is used only to distinguish the three models and does not encode additional quantitative information. The convergence of selenoamino acid metabolism across all three models, despite their distinct etiologies, tissues, and analytical platforms, identifies it as the principal convergent omega-3-responsive signature. Because the CCI dataset is transcriptomic and the SCI and human datasets are metabolomic, comparison across models is made at the level of pathway annotations rather than individual genes or metabolites.

**Figure 4:**
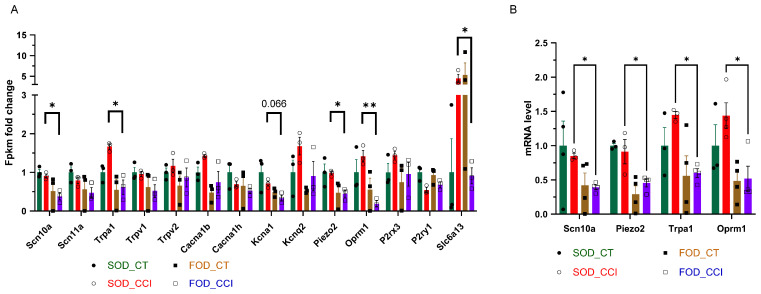
Omega-3 supplementation alters expression of pain-associated genes in DRG after CCI. Pain-associated gene expression was evaluated in DRG tissue 7 days after CCI. (**A**) RNA-seq analysis of FOD-CCI versus SOD-CCI animals showing differential expression of genes associated with nociceptive signaling, ion channel activity, mechanosensation, purinergic signaling, and glutamate-related pathways. Genes shown include voltage-gated sodium channels, transient receptor potential channels, calcium and potassium channel genes, mechanosensitive channels, purinergic receptors, glutamate-associated genes, and opioid receptor-associated genes. (**B**) Quantitative RT-PCR validation of selected pain-associated genes, including Scn10a, Piezo2, Trpa1, and Oprm1. Expression values are normalized to β-actin and expressed relative to control samples. Data are shown as mean ± SEM; *n* = 4 rats per group unless otherwise indicated. Statistical analysis was performed using ANOVA with Tukey’s post hoc test or as indicated in Section 2. Statistical significance is indicated in each panel. * *p* < 0.05, ** *p* < 0.01.

**Figure 5:**
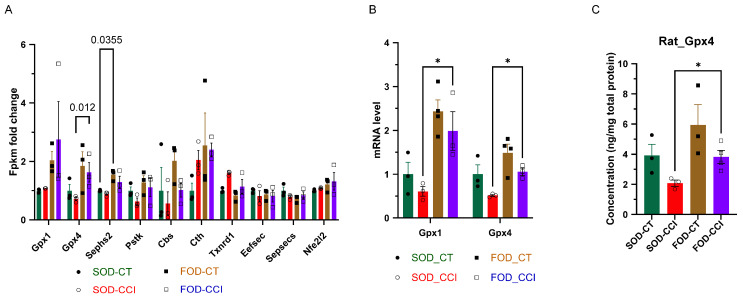
Omega-3 supplementation increases antioxidant-associated markers and GPX4 protein in DRG. Antioxidant and selenoamino acid metabolism-associated markers were evaluated in DRG tissue 7 days after CCI. (**A**) RNA-seq analysis showing increased expression of antioxidant- and selenium-associated genes in FOD-CCI animals relative to SOD-CCI animals, including Gpx1, Gpx4, Sephs2, Pstk, and related pathway genes. (**B**) Quantitative RT-PCR validation of Gpx1 and Gpx4 expression. (**C**) ELISA quantification of GPX4 protein levels in DRG tissue. Increased GPX4 mRNA and protein levels are consistent with enhanced antioxidant capacity and reduced susceptibility to ferroptosis-associated oxidative stress. Data are shown as mean ± SEM; *n* = 4 rats per group for gene-expression analyses and *n* as indicated for ELISA. Statistical analysis was performed using ANOVA with Tukey’s post hoc test or as indicated in Section 2. Statistical significance is indicated in each panel. * *p* < 0.05.

**Figure 6:**
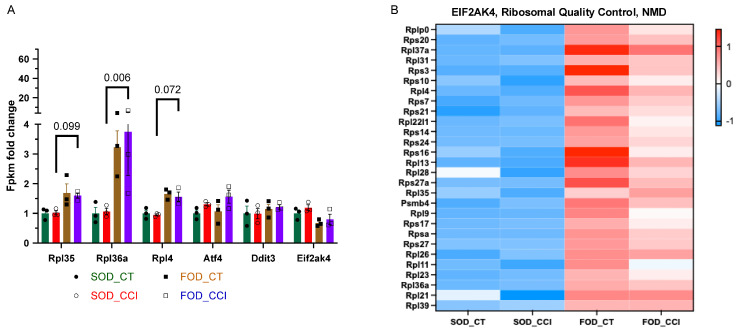
Omega-3 supplementation modulates EIF2AK4-associated stress-response and translational quality-control pathways in DRG. Genes associated with EIF2AK4 signaling, ribosomal quality control, NMD, and translational stress responses were evaluated in DRG tissue after CCI. (**A**) RNA-seq fold-change analysis of selected EIF2AK4-associated and translational stress-response genes, including Rpl35, Rpl36a, Rpl4, Atf4, Ddit3, and Eif2ak4, comparing FOD-CCI and SOD-CCI animals. (**B**) Heatmap showing coordinated expression differences among ribosomal and protein quality-control genes, including Rplp0, Rps20, Rpl37a, Rpl31, Rps3, Rps10, Rpl4, Rps7, Rps21, Rpl22l1, Rps14, Rps24, Rps16, Rpl28, Rps27a, Rpl35, Psmb4, Rpl9, Rps17, Rpsa, Rps27, Rpl26, Rpl11, Rpl23, and Rpl39. Data are shown as mean ± SEM where applicable; *n* = 4 rats per group. Statistical analysis was performed as described in Section 2.

**Figure 7:**
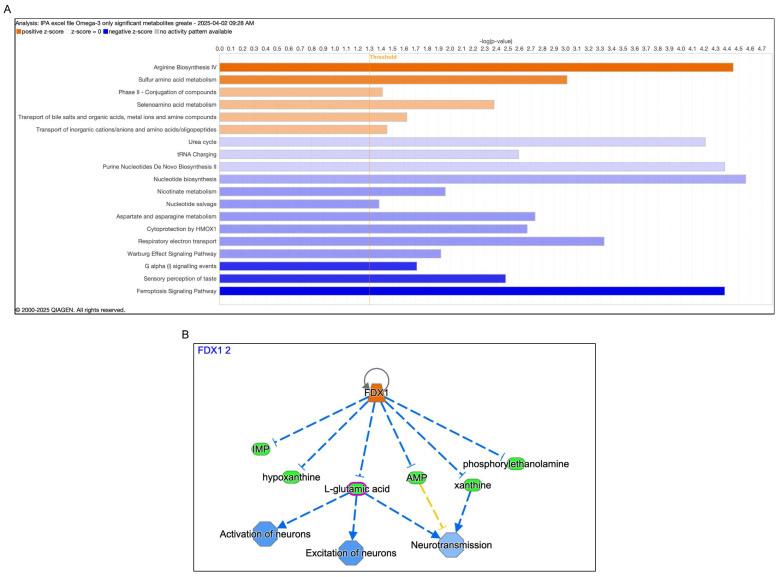
Human serum metabolomic re-analysis identifies omega-3-associated enrichment of selenoamino acid metabolism and predicted FDX1 upstream regulation. Previously generated serum metabolomic data from omega-3–supplemented participants with type 2 diabetes were re-analyzed using IPA. (**A**) Canonical pathway analysis showing enrichment of pathways including selenoamino acid metabolism, arginine biosynthesis, sulfur amino acid metabolism, nucleotide salvage, tRNA charging, and predicted ferroptosis-associated pathway activity. Bar length represents statistical significance [−log(p-value)], and the vertical line indicates the significance threshold. Bar color indicates the predicted activation state based on the IPA z-score: orange denotes positive z-scores (predicted activation), blue denotes negative z-scores (predicted inhibition), grey denotes a z-score of zero, and pale bars indicate pathways with no activity pattern available. (**B**) Upstream regulator analysis identifying FDX1 as a predicted upstream regulator associated with omega-3–related metabolomic changes. Node color and shape follow standard IPA conventions: FDX1 (the upstream regulator) is shown in orange, metabolites in green, and predicted downstream functions in blue; connecting edges indicate predicted relationships (for example, activation or inhibition) as defined by IPA. FDX1 was identified computationally and was not functionally validated in this study. IPA disease/function annotation outputs supporting the predicted reduction in ferroptosis-associated pathway activity are provided in Supplementary Table S5.

**Figure 8:**
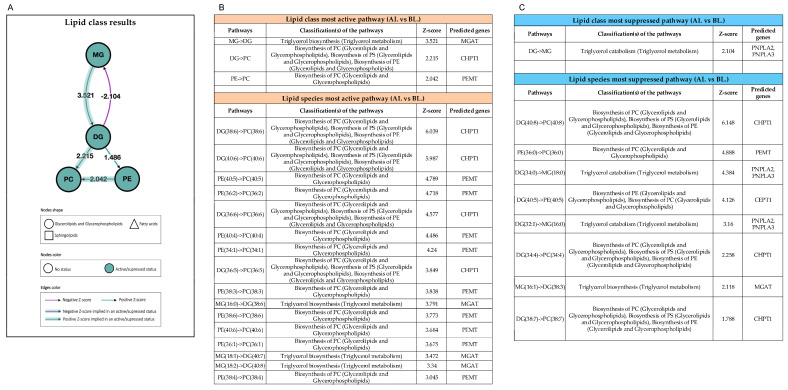
BioPAN lipidomic analysis identifies omega-3-associated remodeling of MG, DG, PC, and PE lipid pathways in human serum. Human serum lipidomic data from omega-3-supplemented participants with type 2 diabetes were re-analyzed using BioPAN. (**A**) The pathway network shows omega-3-associated lipid class and lipid species transitions involving MG, DG, PC, and PE. BioPAN identified activated MG-to-DG, DG-to-PC, and PE-to-PC pathway transitions, as well as suppressed DG-to-MG and selected species-level transitions. Detailed active lipid class and species transitions are provided in panel (**B**), and suppressed lipid class and species transitions are provided in panel (**C**).

**Figure 9:**
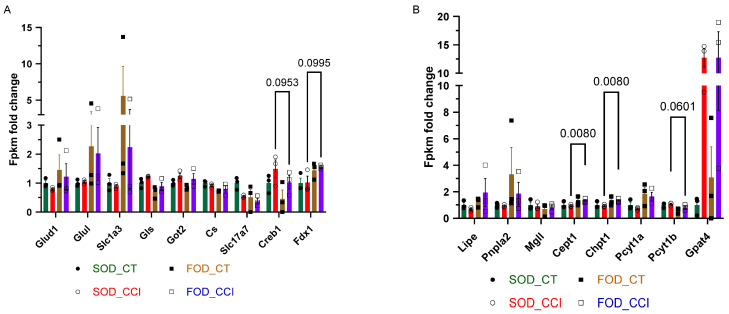
Omega-3 supplementation alters glutamate-handling and lipid-metabolism gene expression in rat DRG after CCI. Rat DRG RNA-seq data were analyzed to evaluate genes involved in glutamate handling and lipid metabolism in FOD-CCI versus SOD-CCI animals. (**A**) Expression patterns of glutamate-handling genes, including Glul, Slc1a3, Gls, Slc17a7, Glud1, Creb1, Cs, and Fdx1. (**B**) Expression patterns of lipid-metabolism genes, including Lipe, Pnpla2, Mgll, Cept1, Chpt1, Pcyt1a, Pcyt1b, and Gpat4. Data are shown as mean ± SEM where applicable; *n* = 4 rats per group. Statistical analysis was performed as described in Section 2.

## Data Availability

The original data presented in the study are openly available in [NCBI GEO database, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE318478], accessed on 10 July 2026.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/antiox15070852/s1. Supplementary Figure S1: Additional CatWalk intensity and paw-contact parameters after CCI; Supplementary Table S1: Diet composition of AIN-93G control and fish oil omega-3-enriched diets; Supplementary Table S2: Fatty acid composition of AIN-93G control and fish oil omega-3-enriched diets; Supplementary Table S3: CatWalk XT acquisition and detection settings; Supplementary Table S4: Primer sets used in this study; Supplementary Table S5: Predicted disease and function annotations associated with omega-3 supplementation in human serum metabolomic data; Supplementary Table S6: Predicted disease and function annotations associated with omega-3 supplementation in rat spinal cord metabolomic data.

## Abbreviations

The following abbreviations are used in this manuscript:

CCI	chronic constriction injury
DHA	docosahexaenoic acid
DG	diacylglycerol
DRG	dorsal root ganglion
EPA	eicosapentaenoic acid
FOD	fish oil omega-3-enriched diet
GPX4	glutathione peroxidase 4
IPA	Ingenuity Pathway Analysis
MG	monoacylglycerol
NMD	nonsense-mediated decay
NP	neuropathic pain
PC	phosphatidylcholine
PE	phosphatidylethanolamine
pDN	painful diabetic neuropathy
PUFA	polyunsaturated fatty acid
ROS	reactive oxygen species
SCI	spinal cord injury
SOD	soy oil control diet
T2DM	type 2 diabetes mellitus

# Supplementary material for: Omega-3 Fatty Acids Attenuate Neuropathic Pain by Modulating Ferroptotic Stress, Selenoamino Acid Metabolism, and Lipid Remodeling
**Source:** Antioxidants (Basel). 2026 Jul 6;15(7):852. doi: 10.3390/antiox15070852
**Supplement:** Supplementary file 1

# Supplementary Data

For Manuscript Titles: Omega-3 Fatty Acids Attenuate Neuropathic  
Pain by Modulating Ferroptotic Stress, Selenoamino Acid  
Metabolism, and Lipid Remodeling

**Supplementary Figure S1: Additional CatWalk intensity and paw-contact parameters after CCI.**

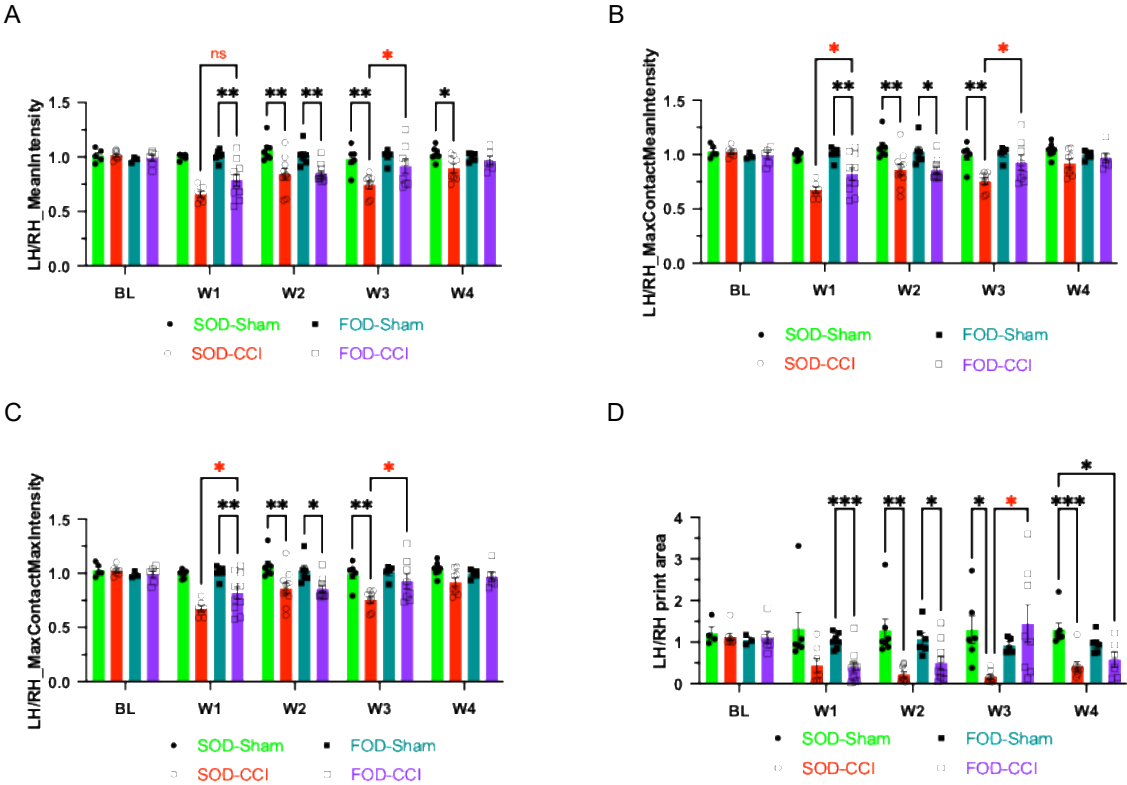

Supplementary Table S1. Diet composition of AIN-93G control and fish oil omega-3–enriched diets

| Ingredient                                   | AIN-93G Control Diet (g/100-g) | AIN-93G Fish oil-enriched Diet (g/100-g) |
|----------------------------------------------|--------------------------------|------------------------------------------|
| Casein                                       | 20                             | 20                                       |
| l-cystine                                    | 0.3                            | 0.3                                      |
| Corn starch                                  | 39.7                           | 39.7                                     |
| Maltodextrin                                 | 13.2                           | 13.2                                     |
| Sucrose                                      | 10                             | 10                                       |
| Fiber                                        | 5                              | 5                                        |
| Vitamin mix                                  | 1                              | 1                                        |
| Mineral mix                                  | 3.5                            | 3.5                                      |
| Choline bitartrate                           | 0.25                           | 0.25                                     |
| tert-butylhydroquinone                       | 0.0014                         | 0.0014                                   |
| Soybean oil                                  | 7                              | 0.77                                     |
| Fish oil (DHA + EPA + cholesterol)           | 0                              | 6.23                                     |
| Cholesterol (added to match fish oil levels) | 0.0121                         | 0                                        |
| % kcal from carbohydrates                    | 64.7                           | 64.7                                     |
| % kcal from protein                          | 18.8                           | 18.8                                     |
| % kcal from fat                              | 16.5                           | 16.5                                     |
| Energy density (kcal/g)                      | 3.77                           | 3.77                                     |

Diet composition is shown for the AIN-93G control diet and the fish oil omega-3–enriched diet. Diets were matched for total caloric density and macronutrient distribution, with the primary difference being replacement of most soybean oil with fish oil enriched in DHA and EPA. Both diets were custom-formulated and manufactured by Bio-Serv (Flemington, NJ, USA).

Supplementary Table S2. Fatty acid composition of AIN-93G control and fish oil omega-3–enriched diets

| Fatty Acids                      | AIN-93G Control Diet (g/100-g) | AIN-93G Fish oil-enriched Diet (g/100-g) |
|----------------------------------|--------------------------------|------------------------------------------|
| C14:0                            | 0.81                           | 0.50                                     |
| C16:0                            | 0.32                           | 1.51                                     |
| C18:0                            | Not Detected                   | 0.29                                     |
| Total Saturated Fatty Acid       | 1.13                           | 2.30                                     |
| C16:1                            | 0.04                           | 0.68                                     |
| C18:1                            | 1.57                           | 1.23                                     |
| Total Monosaturated Fatty Acid   | 1.61                           | 1.91                                     |
| C18:2 n-6                        | 3.55                           | 0.55                                     |
| C18:3 n-3                        | 0.48                           | 0.19                                     |
| C20:4 n-6                        | Not Detected                   | 0.08                                     |
| C20:5 n-3                        | Not Detected                   | 0.85                                     |
| C22:5 n-3                        | Not Detected                   | 0.33                                     |
| C22:6 n-3                        | Not Detected                   | 0.56                                     |
| Total polyunsaturated Fatty Acid | 4.09                           | 2.57                                     |

Detailed fatty acid composition of the control and fish oil omega-3–enriched diets is shown. The omega-3–enriched diet contained EPA, DPA, and DHA, whereas these long-chain omega-3 fatty acids were not detected in the control diet.

| Supplementary Table S3. CatWalk XT acquisition and detection settings.                                                               |            |
|--------------------------------------------------------------------------------------------------------------------------------------|------------|
| <b>Animal Type</b>                                                                                                                   | Rats       |
| <b>Run Criteria</b>                                                                                                                  |            |
| Minimum Run Duration                                                                                                                 | 0.5 sec    |
| Maximum Run Duration                                                                                                                 | 5sec       |
| Minimum Number of Compliant Run to Acquire                                                                                           | 3          |
| Use maximum allowed speed Variation                                                                                                  | 60%        |
| <b>Detection Setting</b>                                                                                                             |            |
| Camera gain (dB)                                                                                                                     | 20         |
| Green Intensity Threshold                                                                                                            | 0.10       |
| Red ceiling Light (V)                                                                                                                | 17.7       |
| Green walkway Light (V)                                                                                                              | 16         |
| <b>Auto Detection Setting</b>                                                                                                        |            |
| Maximum Range from                                                                                                                   | 197 to 203 |
| Frames Before Data                                                                                                                   | 5          |
| Intensity Minimum                                                                                                                    | 85         |
| CatWalk XT acquisition, run criteria, lighting, detection threshold, and auto-detection parameters used for gait analysis are shown. |            |

**Supplementary Table S4. The primer sets used in this study are listed below:**

$\beta$ -actin, 5'-GGGAAATCGTGCGTGACATT-3' and 5'-GCGGCAGTGGCCATCTC-3'

Scn10a, 5'-AGCAGTTGCCACAAGTCCAA-3' and 5'-CAGAGGAGCTCGTGTCATCC-3'

Piezo2, 5'-CCTGGCAGTAGGACACACAG-3' and 5'-TCTGCCGGAAGGTCTTTTCC-3'

Trpa1, 5'-GTGGGGGAAGACATGGACTG-3' and 5'-ACATTCAGCGCTTCACAGGA-3'

Oprm1, 5'-TGTCTGCCACCCAGTCAAAG-3' and 5'-GCAATCTATGGACCCCTGCC-3'

Gpx1, 5'-CCCGGGACTACACCGAAATG-3' and 5'-CGGGTCGGACATACTTGAGG-3'

Gpx4, 5'-GCCGTCTGAGCCGCTTATT-3' and 5'-ATGTGCCCATCGATGTCCTT-3'

**Supplementary Tables S5 and S6: Omega-3 supplementation is associated with reduced ferroptosis-associated pathway annotations in human serum and rat spinal cord metabolomic data, consistent with ferroptotic stress as a potential modifiable contributor to neuropathic pain**

| Table S5: Predicted disease and function annotations associated with omega-3 supplementation in human serum metabolomic data.                                                                                                                                                                     |         |                    |             |
|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------|--------------------|-------------|
| Diseases or Functions Annotation                                                                                                                                                                                                                                                                  | p-value | Activation z-score | # Molecules |
| Cell death of tumor cell lines                                                                                                                                                                                                                                                                    | 0.00245 | -2.459             | 12          |
| Ferroptosis                                                                                                                                                                                                                                                                                       | 0.00251 | -1.957             | 4           |
| Necrosis                                                                                                                                                                                                                                                                                          | 0.014   | -1.839             | 15          |
| Cell death of immune cells                                                                                                                                                                                                                                                                        | 0.00647 | -1.638             | 7           |
| Apoptosis of tumor cell lines                                                                                                                                                                                                                                                                     | 0.0311  | -1.564             | 8           |
| Cell viability of tumor cell lines                                                                                                                                                                                                                                                                | 0.00154 | 1.644              | 9           |
| Cell viability                                                                                                                                                                                                                                                                                    | 0.00264 | 1.993              | 11          |
| IPA disease and function analysis identified predicted changes in cell death, cell viability, and ferroptosis-associated pathway annotations after omega-3 supplementation. Activation z-scores represent computational pathway predictions and do not indicate direct measurement of cell death. |         |                    |             |

| Table S6: Predicted disease and function annotations associated with omega-3 supplementation in rat spinal cord metabolomic data.                                                                                                                                                                                                       |          |                    |             |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|----------|--------------------|-------------|
| Diseases or Functions Annotation                                                                                                                                                                                                                                                                                                        | p-value  | Activation z-score | # Molecules |
| Cell death of central nervous system cells                                                                                                                                                                                                                                                                                              | 5.5E-06  | -2.457             | 13          |
| Cell death of cerebral cortex cells                                                                                                                                                                                                                                                                                                     | 8.28E-05 | -2.416             | 10          |
| Cell death of brain                                                                                                                                                                                                                                                                                                                     | 1.44E-05 | -2.349             | 12          |
| Cell death of embryonic cell lines                                                                                                                                                                                                                                                                                                      | 0.00473  | -2.102             | 6           |
| Cell death of hippocampal cells                                                                                                                                                                                                                                                                                                         | 0.0135   | -1.992             | 4           |
| Cell death of B-lymphocyte derived cell lines                                                                                                                                                                                                                                                                                           | 0.00034  | -1.987             | 5           |
| Cell death of kidney cancer cell lines                                                                                                                                                                                                                                                                                                  | 0.000486 | -1.98              | 4           |
| Cell death of cortical neurons                                                                                                                                                                                                                                                                                                          | 0.00141  | -1.687             | 7           |
| Neuronal cell death                                                                                                                                                                                                                                                                                                                     | 2.42E-06 | -1.368             | 18          |
| Cell death of epithelial cell lines                                                                                                                                                                                                                                                                                                     | 0.0256   | -1.324             | 5           |
| Ferroptosis                                                                                                                                                                                                                                                                                                                             | 0.000792 | -1.323             | 6           |
| Cytotoxicity of cells                                                                                                                                                                                                                                                                                                                   | 0.000891 | -1.306             | 7           |
| Cell viability of cancer cells                                                                                                                                                                                                                                                                                                          | 2.53E-05 | 1.432              | 6           |
| Apoptosis of hematopoietic progenitor cells                                                                                                                                                                                                                                                                                             | 0.00671  | 1.451              | 4           |
| Cell survival                                                                                                                                                                                                                                                                                                                           | 4.96E-05 | 1.648              | 22          |
| Cell death of muscle cells                                                                                                                                                                                                                                                                                                              | 0.0141   | 1.663              | 7           |
| Cell viability                                                                                                                                                                                                                                                                                                                          | 4.88E-05 | 1.861              | 21          |
| Cell death of cardiomyocytes                                                                                                                                                                                                                                                                                                            | 0.00513  | 1.941              | 5           |
| Cell death of macrophages                                                                                                                                                                                                                                                                                                               | 0.00697  | 1.996              | 5           |
| Cell death of antigen presenting cells                                                                                                                                                                                                                                                                                                  | 0.0061   | 2.192              | 6           |
| IPA disease and function analysis identified predicted changes in neuronal cell death, cell survival, cytotoxicity, and ferroptosis-associated pathway annotations in the rat spinal cord metabolomic dataset. Activation z-scores represent computational pathway predictions and should be interpreted as pathway-level associations. |          |                    |             |

How the deposited data were processed for this re-analysis (not part of the article)

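RNA from DRG of female rats was sequenced 7 days after surgery by the paper's account, as 14 left libraries (4 SOD-CT, 3 SOD-CCI, 3 FOD-CT, 4 FOD-CCI) and 6 contralateral libraries from the right side of 3 SOD-CCI and 3 FOD-CCI rats. Conditions were taken from the sample labels and all 20 columns could be assigned (0 left over). The paper states that a SOD-CCI sample and a FOD-CT sample were left out before library preparation. The behavioral, RT-PCR, ELISA, metabolomic, and lipidomic data of the paper were not analysed here.

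The deposited counts are whole numbers of fragments per gene, which the authors made by trimming reads with fastp, aligning them with HISAT2, and counting with featureCounts, without pooling or scaling. The deposited FPKM values were made by the authors from those counts: dividing each count by the gene length and the FPKM value gave a constant per library, equal to the DESeq2 size factor of that library times the geometric mean of the library totals, 29715791. FPKM therefore compares libraries on DESeq2 size factors and not on total counts. The genome build is not named, so no coordinates are given. Neither the use of strand nor the handling of reads with several alignments could be settled, which leaves hemoglobin genes, ribosomal protein genes, and overlapping or antisense genes uncertain. Genes were matched by symbol and NCBI gene ID. Where symbols have changed, IDs were matched through the GRCr8 annotation, which holds 70.7% of the IDs in the files. Atp5f1e, Atp5mf, and Atp5mg are listed under older symbols (Atp5e, Atp5j2, Atp5l), and Pnpla2 was not found.

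Median totals per group were 25523290 counts for SOD-CT, 28960389 for SOD-CCI, 29459906.5 for FOD-CCI, and 29766206 for contralateral DRG of SOD-CCI rats, and the spread between rats, not sampling noise, set the precision. Counts were analysed with R 4.3.3, edgeR 4.0.16, limma 3.58.1, and DESeq2 1.42.0 (the paper used another DESeq2 release), and tables were read with data.table 1.17.8. Genes with at least 10 counts in at least 90% of libraries were kept, which for 14 libraries means 13. TMM normalization and the two-sided quasi-likelihood test of edgeR were applied to a model with a mean for each of the 4 left groups, so that all groups share the estimate of the spread. A gene was called at a Benjamini–Hochberg adjusted p of at most 0.1 and a fold change of at least 1.2. Left and contralateral DRG were compared in a second model with the rat as a block, since both come from the same animal. As a check of that pairing, deviations from the group means were correlated between the left and right DRG of a rat, and all 6 rats were above 0.1 (0.12 to 0.42, median 0.155). FOD-CT and FOD-CCI libraries with the same replicate number, which come from different rats, also deviated together (0.42, 0.23, and 0.18 for replicates 1, 2, and 3), for a reason the labels do not give. Contralateral DRG were also compared with sham DRG and between diets. A difference between diets in the effect of injury was tested as an interaction.

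Gene sets were tested on voom values with camera at a preset correlation of 0.01, with p adjusted over 4 sets, and again with an estimated correlation and with fry. IPA could not be run, so the ribosomal protein genes (80 tested) and OXPHOS genes (74 tested) were taken by symbol, and the selenium and pain genes from Figures 5A and 4A. Further lists were the genes of Figures 2C, 6A, 6B, 9A, and 9B, the genes the Results name with pathways or log2FC values, 24 nerve injury genes, and markers of tissues and cells. As mean log2 CPM over the 20 libraries, with a prior count of 1, the marker levels ran from 6.94 to 9.89 for neurons (16 genes), from 6.32 to 8.60 for satellite glia (7), from 7.63 to 10.34 for Schwann cells (8), from 2.00 to 9.42 for red cells (10, 3 of which are in lists of the study), from 1.08 to 6.32 for macrophages (10, 1 of which is in a list of the study), from 5.70 to 8.99 for fibroblasts (6), and from −1.60 to 3.26 for adipocytes (6, 4 of them above 1 CPM in the median library). All the genes of the neuron, satellite glia, Schwann cell, macrophage, and fibroblast lists and 9 of the red cell genes were above 1 CPM in the median library. Skeletal muscle and spinal cord each had 2 lists, the second written after the first was seen and before its own genes were looked at. The first spinal cord list held glia genes, and the second glia and inhibitory neuron genes.

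FPKM values were compared by the ratio of group means with exact two-sided permutation tests over all splits of the libraries, and left with contralateral DRG by the ratios within rats with an exact test over all sign changes. Relations across libraries were tested with 100000 permutations within groups.

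The groups, the model, the filter, the thresholds, the named genes, and most alternatives were set before the data were examined. By the rule for named genes, the text names the genes the paper names for these samples, some of which are not reported here, and would also have named the called genes with the largest changes, of which there were 0. Alternatives of this kind were DESeq2's Wald test, DESeq2's size factors, other filters (none, filterByExpr), models with only the 2 groups compared or with all 20 libraries, a threshold of 0.05, contralateral DRG as the control, replicate blocks, a length correction (a spline of 4 degrees of freedom in gene length, per library), pseudocounts of 1 and 0.1 for FPKM, and leaving out each library in turn. Those added after seeing the data were marker levels of spinal cord and muscle as covariates, the replicate number as a block in the FOD groups only, FPKM ratios within rats, DESeq2 with only the 2 groups compared, the same with no filter, edgeR's robust estimate, and DESeq2 with contralateral in place of sham DRG, with and without FOD-CCI replicate 4. A slope of the injury effect on FOD over that on SOD, to be taken over called genes, could not be computed with 0 genes called. Leaving out SOD-CT, FOD-CT, and FOD-CCI replicates 1 together was looked at and not used. The fits that leave out a single library therefore do not show what these libraries, which carried muscle or spinal cord transcripts, do together.

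The model was tested on counts simulated from the real genes and libraries with 200 changed genes. With the dispersion of each gene, 55 of the 100 genes changed 4-fold were called. With a dispersion of 0.05 for all genes, edgeR made 175 true calls with 9.3% wrong and DESeq2 175 with 22.2% wrong, and the length correction raised the true calls from 128 to 174 where a length trend had been added. DESeq2 was run at this dispersion only, not with the dispersion of each gene.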

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

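The tests of spinal cord and muscle transcripts, of Gpx1 against blood, of the set interactions, and of the splits at an unadjusted p were chosen only after the result was seen. In the groups of 4 libraries (SOD-CT and FOD-CCI), 138 sets of values were searched for a library far from the other 3, and 25 were found where chance gives 6.9. Of these, 9 are in SOD-CT replicate 1, 5 in FOD-CCI replicate 1, and 5 in FOD-CCI replicate 2.

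FOD-CCI replicate 3 stood apart in depth, with 54437581 counts, 21603 genes with counts, and a DESeq2 size factor of 1.859. Its Mgll level, 45.1 FPKM, was the lowest of the 4 (58 to 59.2 FPKM in the others). Size factors divide depth out of the other comparisons, and more genes are detected with more counts. No biological explanation was tested.

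SOD-CT replicate 1 held skeletal muscle genes, which took 10.9% of its counts. In a second list of 10 muscle genes, the gap to the next of the other 19 libraries was 2.22 (log2), and all 10 genes were above every other library. Of the muscle genes, 5 of 7 in the first list and 9 of 10 in the second pass 1 CPM in the median library, and none was picked by the study. Among the abundant ones, Acta1 was at 14.23 and Ckm at 14.65 log2 CPM. A candidate explanation is skeletal muscle in this sample. This library also stood apart from the other SOD-CT libraries in satellite glia genes (6.32 against 6.90 to 6.98 log2 CPM), macrophage genes (1.08 against 4.26 to 4.65), C3 (2.10 against 4.27 to 4.67), and in FPKM of Sephs2 (30.7), Rpl4 (963), Ddit3 (51.9), Eif2ak4 (0.522), and Chpt1 (52.2). Whether muscle also sets these values was not tested, and what else sets this library apart stays open.

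FOD-CCI replicate 1 held spinal cord genes, at 7.76 log2 CPM for the first list (glia) and 6.31 for the second (glia and inhibitory neurons), and so did FOD-CT replicate 1 and the contralateral DRG of FOD-CCI replicate 1, where the second list was at 6.48, a signal in a contralateral library that the paper does not report on. In SOD-CT replicate 4, the first list, at 2.49, was above the other SOD-CT libraries. Over the 20 libraries, the lowest of the 3 named libraries was 5.6 (log2) above the highest of the other 17 in the second list. Of the spinal cord genes, 3 of 7 and 4 of 10 pass 1 CPM in the median library, and none was picked by the study. Mbp was at 13.43, 14.29, and 13.99 and Gfap at 10.06, 9.81, and 8.31 log2 CPM in FOD-CT replicate 1, the contralateral library, and FOD-CCI replicate 1. A candidate explanation is spinal cord tissue in these 3 samples. Satellite glia genes (8.15), Slc1a3 (34.4 FPKM), and Glud1 (246 FPKM) were also higher in FOD-CCI replicate 1 than in the other FOD-CCI libraries of the left DRG. Slc1a3, Glud1, and Glul were higher in the 3 named libraries than in any of the other 17, as was Lipe, or 4 of the 26 genes compared by FPKM against 0.023 by chance. Without FOD-CCI replicate 1, the ratios of FOD-CCI to SOD-CCI became 1.1 for Slc1a3, 0.972 for Glud1, and 1.26 for Glul, consistent with spinal cord transcripts making most of these differences. An effect of diet on these genes cannot be seen in the other libraries at this number of rats.

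Hemoglobin genes took 2.13% of the counts of FOD-CCI replicate 2 and 0.881% of those of SOD-CT replicate 4, both above the other libraries of their group. Over the 20 libraries, the level of 5 hemoglobin genes went with that of 4 other red cell genes (r = 0.94, permutation p = 1e-05; rho = 0.90, permutation p = 1e-05; r = 0.90 without the 2 farthest libraries; 1 relation, 1e-05 being the smallest p these permutations can give). Blood left in the tissue is thus a candidate explanation for higher hemoglobin genes in FOD-CCI than in SOD-CCI. The paper states, however, that rats were perfused with saline before dissection. Regulation within the DRG would not predict the other red cell genes. Hemoglobin genes were not higher in FOD-CT than in SOD-CT. In contralateral DRG they were higher on FOD, at 6.91 to 8.95 log2 CPM against 3.8 to 5.05 on SOD. FOD-CCI replicate 2 was also the highest of the 4 left FOD-CCI libraries, though not of all libraries, for Atp5f1e (9.43 log2 CPM), Atp5mf (9.20), and Ndufa5 (8.37), and for the second muscle list (2.69, far below SOD-CT replicate 1). For these, no explanation was tested.

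The change after injury differed between the diets for the 4 gene sets in the camera test of the interaction: 1.05 for ribosomal protein genes, 0.88 for OXPHOS, 0.64 for the selenium set, and −0.67 for the pain set. Of 80 groupings of the 14 libraries, 2 gave as large a value in the same direction for ribosomal protein genes, 2 for OXPHOS, 2 for the selenium set, and 8 for the pain set. In the other direction, groupings reached −1.28, −1.2, −0.92, and 1.21 in this order, larger in size than the real values. Without SOD-CT replicate 1, which carried muscle transcripts, the 4 values were 0.74, 0.44, 0.51, and −0.41, with standard errors of 0.29, 0.33, 0.25, and 0.59. A grouping by chance is not argued against for the pain set. For the other sets it cannot be told apart from an effect of diet, given the values in the other direction. The study also picked the selenium genes from a comparison that the interaction contains. Ribosomal protein genes and OXPHOS, taken by symbol, stand in for pathways the paper reports from that comparison. Muscle in this library is argued against as the whole cause for ribosomal protein genes and the selenium set, whose values stayed more than 2 standard errors from 0. It may account for much of the OXPHOS difference. For the pain set, where the standard error is larger than the value, muscle and an effect of diet cannot be told apart. The pain set also moved to −0.38 without FOD-CCI replicate 1 and to −1.01 without FOD-CT replicate 1. None of the 4 differences passed 0.05 under fry (adjusted p from 0.2 to 0.321).

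Left against contralateral DRG, which the paper describes for its heatmap but does not count, had 21 called genes on SOD and 2 on FOD. Of the 10 splits of the 6 SOD libraries, 1 (the real one) gave as many called genes and 1 as many at an unadjusted p under 0.05, and on FOD 5 of the 10 and 7 of the 10 did. Since 3 against 3 libraries make 10 splits, chance and injury cannot be told apart by this count. Among the 4 splits that part all 3 pairs, only the real one gave as many called genes, on SOD as on FOD. For the difference between the diets, 10 of the 10 splits gave as many called genes (0) and 5 of the 10 as many at an unadjusted p under 0.05. The spread behind the FOD comparison was 1.57 times that behind the SOD comparison. Both counts come from the same fit, whose estimate of the spread is shared by the diets. This ratio therefore cannot tell whether spread makes the count smaller on FOD.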

How the results depend on the processing

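The settings described as added, and the tests made with them, were chosen only after the results were seen. All values of sham surgery comparisons are from the 14 left libraries unless contralateral DRG are named.

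With edgeR, the 4 comparisons of diet or injury and the diet by injury interaction had 0 called genes in all libraries together, with 2006 genes at an unadjusted p under 0.05 in SOD-CCI against SOD-CT, 654 in FOD-CCI against FOD-CT, 782 in FOD-CCI against SOD-CCI, 491 in FOD-CT against SOD-CT, and 725 for the interaction. These counts of called genes stayed at 0 with DESeq2's size factors, filterByExpr, no low-count filter, all 20 libraries in one fit, the length correction, and an adjusted p of at most 0.05, and for the 4 comparisons also with only the 2 groups compared. The added robust estimate of edgeR also called 0. Across the 14 fits that each left out one library, the count ran from 0 to 47 in SOD-CCI against SOD-CT, from 0 to 43 in FOD-CCI against FOD-CT, and from 0 to 15 for genes shared by these, in each case highest without FOD-CCI replicate 1, and it was 0 in all 14 for both diet comparisons, their shared genes, and the interaction. Why this library matters for the SOD pair follows from the construction: all groups share the estimate of the spread. With contralateral DRG of CCI rats as the control, 491 genes were called for SOD-CCI and 0 for FOD-CCI.

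The DESeq2 Wald test called 594 genes in SOD-CCI against SOD-CT, 21 in FOD-CCI against FOD-CT (11 shared), 2 in FOD-CCI against SOD-CCI, 0 in FOD-CT against SOD-CT, and 42 for the interaction. The 2 genes, named after their values were seen, were Klf4 (log2FC 1.97) and Mmp13 (4.65), both higher on FOD. Among the added settings, DESeq2 with only the 2 groups compared called 705, 47, 387, and 0 genes in the 4 comparisons in this order, with 7 shared by the injury comparisons, and 546, 124, 335, and 2 with no low-count filter as well, with 23 shared. The last 2 were LOC102554337 and an unannotated transcript, both lower on FOD (log2FC −7.74 and −8.15) and named after their values were seen. With contralateral DRG also in place of sham DRG, the counts were 1046, 132, 335, and 225, with 55 shared by the injury and 44 by the diet comparisons, and with FOD-CCI replicate 4 left out too they were 1046, 55, 324, and 225, with 18 and 44 shared. Marker levels of spinal cord and muscle as covariates, also added, gave 0 called genes in SOD-CCI against SOD-CT, 2528 in FOD-CCI against FOD-CT, 213 in FOD-CCI against SOD-CCI, 0 in FOD-CT against SOD-CT, and 1225 for the interaction. The cause of these changes was not tested beyond the splits given in the other observations and the simulated counts, in which more of the DESeq2 calls than of the edgeR calls were wrong (22.2% against 9.3%). Those counts had a dispersion of 0.05, below the common dispersion of 0.206 in these libraries, so they cannot tell which calls are wrong here.

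For left against contralateral DRG, 21 genes were called on SOD and 2 on FOD with the rat as a block, and 0 for their difference. The counts were 10, 2, and 0 at an adjusted p of at most 0.05, 26, 3 (Ssc5d, Arg1, and Ccl2, the last named after its value was seen), and 0 with the length correction, and 479, 279, and 66 with the DESeq2 Wald test with the replicate block, and the cause of the last was not tested. With no replicate block they were 0, 1, and 0, where the gene on FOD was Arg1 (log2FC 4.52). Leaving out both DRG of a rat gave from 0 (without SOD-CCI replicate 2) to 480 (without FOD-CCI replicate 1) on SOD, from 0 to 137 (without FOD-CCI replicate 1) on FOD, and 0 for the difference in all 6 fits. For contralateral against sham DRG and between diets in contralateral DRG, edgeR called 0 genes in all fits that left out a library, with the length correction, and at 0.05, and in the fit of all libraries 989 (SOD), 239 (FOD), and 995 (diet) had an unadjusted p under 0.05. The DESeq2 Wald test called 52, 0, and 58.

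As to pairing of the 4 left groups, libraries with the same replicate number in different groups had correlations of their deviations from group means between −0.25 and 0.42 (19 pairs, median 0.03), and 5 of the 19 were over 0.1. These include all 3 pairs of FOD-CT and FOD-CCI, so the numbers go with shared variation in these 2 groups, though not across all 4. With the replicate number as a block, 1 gene was called in SOD-CCI against SOD-CT (Scube1, log2FC 1.79, named after its value was seen), and 0 in the other comparisons and the interaction, with 1757, 408, 739, 195, and 435 genes at an unadjusted p under 0.05. With the added replicate block in the FOD groups only, 0 genes were called in SOD-CCI against SOD-CT, FOD-CCI against FOD-CT, and the interaction, with 2105, 424, and 682 at an unadjusted p under 0.05. Neither block changed another call.

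The direction of the 4 set differences between FOD-CCI and SOD-CCI held in every fit. Leaving out single libraries gave from 0.62 to 0.89 for ribosomal protein genes, from 0.38 to 0.59 for OXPHOS, from 0.39 to 0.62 for the selenium set, and from −1.03 to −0.80 for the pain set, each past 0.05 with camera. Under an estimated correlation and under fry, none of the 4 passed 0.05 while the mean differences of 0.75, 0.49, 0.48, and −0.89 are the same by construction. With the length correction, the differences were 0.39, 0.20, 0.44, and −0.75, each still past 0.05. The length trend itself lay between −0.36 and −0.31 with single libraries left out. The median log2FC of the nerve injury list lay between 1.85 and 2.43 on SOD and between 1.38 and 2.18 on FOD in these fits.

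The distance between group means ran from 0.137 (without SOD-CT replicate 1) to 0.458 for SOD-CCI to SOD-CT, from −0.05 to 0.228 (without FOD-CCI replicate 1) for FOD-CCI to FOD-CT, from 0.011 to 0.118 for FOD-CCI to SOD-CCI, from −0.193 to −0.018 for FOD-CT to SOD-CT, from −0.012 to 0.158 for FOD-CCI to SOD-CT, and from 0.176 to 0.251 for SOD-CCI to FOD-CT. With the 500 genes with the largest variance, the 6 distances were 2.798, 1.368, 0.233, −0.888, 1.325, and 2.596 in the same order, larger in size because these genes were selected for their variance.

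Of single genes, the direction reversed for C3 in SOD-CCI against SOD-CT without SOD-CCI replicate 2 (−0.19, and up to 0.68 without other libraries), for Hba2 in FOD-CT against SOD-CT without SOD-CT replicate 4 (0.14, and down to −2.20 without others) and in both added settings with contralateral DRG (3.41), for Ssc5d in FOD-CT against SOD-CT without SOD-CT replicate 2 (0.11, and down to −0.61 without others), and for the FPKM ratio of Glud1 without FOD-CCI replicate 1 (0.972, and up to 1.56 without others). Not among the values counted next, Slc6a13 in FOD-CCI against SOD-CCI turned from 0.05 to −2.31 without FOD-CCI replicate 4, and the interaction of Arg1 from −0.79 to 0.54 without FOD-CT replicate 1. In the 5 settings that were not added later and left no library out, 92 of 94 values for genes kept their direction and their side of the threshold, and 2 passed it (Arg1 and Adcyap1 with the DESeq2 Wald test). Of 268 values in the 14 fits that left out a library, 264 did so, 3 reversed, and 1 passed the threshold (Adcyap1 without FOD-CCI replicate 1). In the 4 added settings with DESeq2, 65 of 78 values passed the threshold. Of the FPKM ratios, 50 of 52 were unchanged in this sense with a pseudocount, and with single libraries left out 167 of 182 were, with 14 no longer at an exact p under 0.05, which the splits of 6 libraries cannot reach. Of 24 FPKM ratios with a direction in the paper, 21 had that direction (from 20 without FOD-CCI replicate 1 to 22 without SOD-CCI replicate 1). The slope of the injury effect on FOD over that on SOD had no genes to be computed on in the fit of all libraries, with 0 called, and was not run under its alternatives.

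Depth limits little here: at 22547190 counts or more per library, the spread between rats exceeds sampling noise. It limits Oprm1, which had as few as 6 counts in FOD-CCI.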

Differences from the paper's values

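The settings described as added were chosen after the values were seen, and so was the search for the groups behind the paper's log2FC values. The other alternatives were set before the data were examined.

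The counts of DEGs differ in all 6 parts of the paper's overlap diagrams, where edgeR called 0 genes in the joint model. For SOD-CCI against SOD-CT, the paper's count of genes not shared with the FOD pair is 1026, against 0 here, and none of the alternatives set before the data were examined closed the gap, the DESeq2 Wald test included. Of the added settings, chosen after the values were seen, DESeq2 with only the 2 groups compared gave 698 genes, the same with contralateral DRG in place of sham DRG and no filter 991, and with FOD-CCI replicate 4 also left out 1028, all within 1.5 times the paper's count. For FOD-CCI against FOD-CT, the paper's count is 45, against 0, and none of the alternatives set before the data were examined closed the gap. Without FOD-CCI replicate 1, it was 28. Added settings within the paper's count, chosen after the values were seen, were DESeq2 with only the 2 groups compared (40) and the setting with contralateral DRG and without FOD-CCI replicate 4 (37). For the genes shared by these comparisons, the paper's count is 20, against 0. Of the alternatives set before the data were examined, 1 of 24, without FOD-CCI replicate 1, closed the gap (15), and 23 did not. Added settings chosen after the values were seen that did so were DESeq2 with only the 2 groups compared and no filter (23) and the setting with contralateral DRG and without FOD-CCI replicate 4 (18).

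For FOD-CCI against SOD-CCI, the paper's count of genes not shared with the sham pair is 285, against 0, and none of the 23 alternatives set before the data were examined closed the gap. Added settings within it, chosen after the values were seen, were the marker levels of spinal cord and muscle as covariates (213), DESeq2 with only the 2 groups compared (387), the same with no filter (335), and with contralateral DRG (291) or also without FOD-CCI replicate 4 (280). For FOD-CT against SOD-CT, the paper's count is 181, and for the genes shared by both diet comparisons it is 44, each against 0. None of the 23 alternatives set before the data were examined closed either gap. Both added settings that use contralateral in place of sham DRG, chosen after the values were seen, gave 181 and 44.

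For C3 in SOD-CCI against SOD-CT, the log2FC was 0.34 and the paper's is 2.74. None of the 19 alternatives set before the data were examined closed the gap, and in the added settings with contralateral DRG, chosen after the values were seen, C3 was called with a log2FC of 2.34. For Arg1, the log2FC was 3.19 and the paper's is 4.38. Of the 18 alternatives set before the data were examined, 2 closed the gap, the replicate block (3.53) and the fit without SOD-CT replicate 4 (3.55), and 16 did not, and in the added settings with contralateral DRG, chosen after the values were seen, it was 3.66. For Adcyap1, the log2FC was 2.82 and the paper's is −2.73, of opposite sign. None of the 19 alternatives set before the data were examined closed this gap, and in the added settings with contralateral DRG, chosen after the values were seen, it was 2.73, the size of the paper's value with the other sign. For Hba2 and Hmgn1, the paper names no first group (it writes only that Hba2 is against SOD-CT), and FOD-CT against SOD-CT was assumed. In that comparison, the log2FC of Hba2 was −1.80 and the paper's is 3.41, and that of Hmgn1 was 0.35 and the paper's is 1.00, so these gaps hold only under this assumption. None of the 19 alternatives set before the data were examined closed either gap. In the added settings with contralateral DRG, chosen after the values were seen, the values were 3.41 and 1.00.

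Calls on these genes moved as well. Of the alternatives set before the data were examined, the DESeq2 Wald test called Arg1 and Adcyap1 as higher after injury on SOD, and the fit without FOD-CCI replicate 1 called Adcyap1. The added settings with DESeq2, chosen after the values were seen, called C3, Hba2, and Hmgn1 with contralateral DRG only, Arg1 and Oprm1 in the 3 with no filter, and Adcyap1, Scn10a, Piezo2, Trpa1, Atp5f1e, Atp5mf, Atp5mg, Ndufa5, Rpl11, Rpl13, Rps27a, Psmb4, and Gpx4 in each of the 4.

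The paper's log2FC values were then looked for, after the values were seen, in all 15 pairs of the 6 groups, also with FOD-CCI replicates left out, with DESeq2 on each pair alone and no filter. C3 had a log2FC of 2.74 (adjusted p = 0.0162) in contralateral DRG of FOD-CCI against SOD-CCI rats, as Hba2 (3.41, adjusted p = 9.98e-07) and Hmgn1 (1.00, adjusted p = 0.0983) had their values. Adcyap1 had −2.73 (adjusted p = 1.43e-38) in contralateral against left DRG of SOD-CCI rats, the comparison turned round. Arg1 had 4.38 (adjusted p = 9.76e-06) in FOD-CCI against its contralateral DRG without FOD-CCI replicate 4, and Ssc5d −0.62 (adjusted p = 0.604) in FOD-CCI against SOD-CCI without that library. These are settings under which the values fall at the paper's, and the paper's text names SOD-CCI and SOD-CT for C3, Arg1, and Adcyap1, only SOD-CT for Hba2, and no groups for Hmgn1 and Ssc5d.

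The paper states that the lipid genes Lipe, Cept1, and Pcyt1a were increased in FOD-CCI. Their FPKM ratios were 0.95, 0.894, and 0.875. It describes Adcyap1 as reduced after injury on SOD, where it was higher here in every fit. It places Hba2 among transcripts that change in the same direction across comparisons, and here it was lower on FOD without injury (−1.80, but 0.14 without SOD-CT replicate 4) and higher after injury (4.37, and 2.19 without FOD-CCI replicate 2). It describes FOD-CCI as close to FOD-CT and sham profiles, with a restricted response, whereas here the nerve injury genes rose by a median of 1.97 on FOD against 2.00 on SOD in edgeR. On voom values they rose by less on FOD (1.64 against 2.44), as the paper describes. The interaction median of −0.77 became −0.05 without FOD-CCI replicate 1 and −0.41 without SOD-CT replicate 1. Distances between group means also went the paper's way, at 0.027 for FOD-CCI to FOD-CT and 0.06 to SOD-CT, against 0.29 for SOD-CCI to SOD-CT. The FOD pair was at 0.228 without FOD-CCI replicate 1, and the SOD pair at 0.137 without SOD-CT replicate 1. The paper describes Gpat4 as increased in CCI groups relative to contralateral controls. Here the ratio within rats on FOD was 1.1, with 2 of 3 rats higher on the left (exact p over sign changes = 0.5). With 3 rats, this test cannot give a p below 0.25.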

Other observations

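The tests of the length trend over splits, of the nerve injury list over splits, of FOD-CCI replicate 1, of Gpx1 against blood, of the spread behind left and contralateral DRG and, with single libraries left out, behind the sham comparisons, and of the added settings over splits, and all counts of splits at an unadjusted p, were chosen only after the result was seen.

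For each comparison of the left DRG, the libraries were also split in the other ways into groups of the same sizes. With 0 genes called, 35 of the 35 splits gave as many in each of the 4 comparisons, and 80 of the 80 groupings did for the interaction, as any split must. At an unadjusted p under 0.05, 5 of the 35 splits gave as many genes as SOD-CCI against SOD-CT, 17 of the 35 as FOD-CCI against FOD-CT, 4 of the 35 as FOD-CCI against SOD-CCI, 29 of the 35 as FOD-CT against SOD-CT, and 26 of the 80 groupings as the interaction. FOD-CT and FOD-CCI libraries with the same replicate number deviate together, and of the 8 splits that part all 3 such pairs, 8 gave as many called genes (0) and 2 as many at an unadjusted p under 0.05, while the other splits keep a pair within a group. Other splits gave up to 438 called genes for the libraries of SOD-CCI and SOD-CT and up to 2016 for those of FOD-CT and SOD-CT. For contralateral against sham DRG, 35 of the 35 splits on SOD and 10 of the 10 on FOD gave as many called genes (0), and 11 of the 35 and 5 of the 10 as many at an unadjusted p under 0.05. Between diets in contralateral DRG, these were 10 of the 10 and 2 of the 10. With 3 libraries in each group, the comparisons with 10 splits cannot be told apart from a chance split.

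In DESeq2 with only the 2 groups compared, as many genes were called in 2 of 25 splits for SOD-CCI against SOD-CT, 13 of 25 for FOD-CCI against FOD-CT, 2 of 25 for FOD-CCI against SOD-CCI, and 25 of 25 for FOD-CT against SOD-CT. Apart from the real split, the libraries of these comparisons gave up to 1087, 1347, 949, and 2241 called genes when split in other ways, so a chance split is not argued against for the first 3 counts. The last was 0, which any split reaches. With contralateral DRG in place of sham DRG and no filter, 1 of the 10 splits gave as many for SOD, 7 of 15 for FOD, and 2 of the 10 between diets in contralateral DRG. With marker levels of spinal cord and muscle as covariates, 35 of the 35 splits gave as many called genes in SOD-CCI against SOD-CT (0), 1 of the 35 in FOD-CCI against FOD-CT, and 1 of the 35 in FOD-CCI against SOD-CCI. For FOD-CCI against SOD-CCI, a chance split is argued against. For FOD-CCI against FOD-CT, the splits cannot decide. There the muscle level was 5.29 to 10.84 log2 CPM in FOD-CT and −2.53 to 2.6 in FOD-CCI. This covariate thus goes with injury in the real split, while other splits mix its levels. The covariates were chosen after the spinal cord and muscle transcripts had been seen, and these counts are a hypothesis.

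For the nerve injury list, of the 35 splits, 1 gave as large a median in the same direction as SOD-CCI against SOD-CT and 2 as FOD-CCI against FOD-CT. That injury called fewer genes on FOD in the paper might come from a larger spread between FOD libraries, but the median SD of log2 CPM behind FOD-CCI against FOD-CT was 0.96 of that behind SOD-CCI against SOD-CT, and 1.39 of it without SOD-CT replicate 1, which carried muscle transcripts. FOD-CCI alone had 2 times the SD of SOD-CCI (0.42 against 0.21), and FOD-CT 0.7 times that of SOD-CT. Since 1 library decides the ratio, a larger spread on FOD and a smaller response cannot be told apart for the sham comparisons.

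FOD-CCI replicate 1 had nerve injury genes near the level of control libraries, 1.73 log2 CPM against at least 4.73 in the other 3 FOD-CCI libraries. Dilution by spinal cord tissue is argued against, since the injury list was lower than the pain list by 2.78 more (log2, −2.78) where dilution would lower both alike. An exchange of the left and right DRG of this rat is argued against as well, since the injury list in its contralateral library was at 1.22. A sample from another rat, or a weak injury in this rat, cannot be told apart: a test of identity on 50 genes that vary between rats matched only 4 of 12 libraries to the other side of their rat and so lacks the power to decide, and no marker of the extent of the injury was tested. Leaving it out raised the count for injury from 0 to 43 on FOD and from 0 to 47 on SOD, and both diet comparisons stayed at 0 called genes (723 at an unadjusted p under 0.05 in FOD-CCI against SOD-CCI and 661 in FOD-CT against SOD-CT).

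Ribosomal protein and OXPHOS genes were higher, and pain genes lower, in FOD-CCI than in SOD-CCI. Only the real one, 1 of the 35 splits, gave as large a mean in the same direction for each of these 3 sets, and 2 of the 35 for the selenium set. In the other direction, splits reached −0.79 for ribosomal protein genes, −0.52 for OXPHOS, and 0.92 for pain genes, larger in size than the real values. Ribosomal protein and OXPHOS genes were taken by symbol, but stand in for pathways the paper reports from this comparison. The study picked the pain genes in it. A chance split thus cannot be told apart from an effect of diet for any of these sets. The trend with gene length was also as large in 1 of the 35. With the length trend of each library removed, the mean of ribosomal protein genes was 0.39 and that of the pain genes −0.73, each still as large in 1 of the 35 splits, and 51.6% and 84.7% of the differences were left. This argues against length as the whole cause for both sets, and leaves a chance split open for both. For OXPHOS, 0.20 was left, as large in 6 of the 35 splits, so length may account for that set. A different share of neurons cannot be told apart from regulation within cells. The pain genes fell by more than the neuron markers (difference −0.56, as large in 3 of the 35 splits). Within groups, over 14 libraries, the ribosomal level fell with the neuron level (r = −0.58, permutation p = 0.139; rho = −0.35, permutation p = 0.301; r = −0.37 without the 2 farthest). A change of diet in the DRG stays open as a biological hypothesis for these sets.

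In the same family of 5 relations, each with an adjusted p of 0.139, the log2 FPKM of Gpx1 rose with the red cell level (r = 0.70, permutation p = 0.0665; rho = 0.82, permutation p = 0.0113; r = 0.69 without the 2 farthest), so blood left in the tissue and an effect of diet cannot be told apart for Gpx1. The other relations were of ribosomal protein genes with red cell genes (r = 0.62, permutation p = 0.116; rho = 0.67, permutation p = 0.057; r = 0.68 without the 2 farthest), of pain genes with neuron markers (r = 0.68, permutation p = 0.0634; rho = 0.60, permutation p = 0.0921; r = 0.47), and of pain genes with the second spinal cord list (r = −0.52, permutation p = 0.115; rho = −0.36, permutation p = 0.258; r = −0.15), the last resting on the 2 farthest libraries.

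Scn10a had 0 counts in the contralateral DRG of FOD-CCI replicate 1, where neuron markers were at 6.94 log2 CPM, the lowest of the 20 libraries.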
